# Physiological change under OsHV-1 contamination in Pacific oyster Crassostrea gigas through massive mortality events on fields

**DOI:** 10.1186/1471-2164-14-590

**Published:** 2013-08-29

**Authors:** Aude Jouaux, Maxime Lafont, Jean-Louis Blin, Maryline Houssin, Michel Mathieu, Christophe Lelong

**Keywords:** Crassostrea gigas, OsHV-1, Host response, Mortality, Transcriptome

## Abstract

**Background:**

Massive mortalities have been observed in France since 2008 on spat and juvenile Pacific oysters, *Crassostrea gigas*. A herpes virus called OsHV-1, easily detectable by PCR, has been implicated in the mortalities as demonstrated by the results of numerous field studies linking mortality with OsHV-1 prevalence. Moreover, experimental infections using viral particles have documented the pathogenicity of OsHV-1 but the physiological responses of host to pathogen are not well known.

**Results:**

The aim of this study was to understand mechanisms brought into play against the virus during infection in the field. A microarray assay has been developed for a major part of the oyster genome and used for studying the host transcriptome across mortality on field. Spat with and without detectable OsHV-1 infection presenting or not mortality respectively were compared by microarray during mortality episodes. In this study, a number of genes are regulated in the response to pathogen infection on field and seems to argue to an implication of the virus in the observed mortality. The result allowed establishment of a hypothetic scheme of the host cell’s infection by, and response to, the pathogen.

**Conclusions:**

This response shows a “sensu stricto” innate immunity through genic regulation of the virus OsHV-1 life cycle, but also others biological processes resulting to complex interactions between host and pathogens in general.

## Background

Mortalities of marine bivalves linked to infection by herpes-like virus was first described in 1972 by Farley *et al*. [1] for the eastern oyster, *Crassostrea virginica*. In France, the first mortality of Pacific oysters, *C*. *gigas*, with a herpes virus named OsHV-1 was observed in summer 1991 affecting larvae in hatcheries [2]. Subsequently, this OsHV-1 mortality has been described in both larvae and spat (first year of rearing) [3-5]. This virus has been well described by transmission electronic microscopy and *in situ* hybridization, and detected by both end-point PCR and real-time PCR [6-9]. Its genome has been sequenced from isolated virus particles [10,11].

Massive mortalities have been reported since 2008 on *C*. *gigas* spat and juveniles (second year of rearing) along the French coast. The mortalities extend from spring to summer and seem to be correlated with increased seawater temperature [5,12]. Initially, the Herpes viral agent associated with these mortalities was interpreted as a variant presenting common ancestor with the original form and was named OsHV-1μvar [13]. Thereafter, the presence of OsHV-1μvar and other variants was identified as already present in oyster samples from Normandy collected in 2004 and other variants have been identified in pre-2008 field samples [14]. Recent phylogenetic analysis shows the virus diversity of the different variants of OsHV-1 closed to OsHV-1μvar before 2008 and demonstrates that they are not derived from the reference form [15]. It showed that virus diversity could be observed and that some variants close toμVar could be detected before 2008.

Detection of this virus was based on PCR analysis and numerous samples have documented a systematic association between mortalities and OsHV-1 [16]. More importantly, the role of OsHV-1 in these field mortalities has been proved by experimental infection of Pacific oysters with OsHV-1, either by immersion in presence of experimentally infected oysters or by direct injection of virus particles in the adductor muscle, and by resulting heavy mortalities [17,18].

Netherless, few studies have been performed concerning the physiological response of oyster to herpes virus. Recently, the relationship between host and pathogen has been investigated by Suppression Substractive Hybridisation (SSH) experiments [19] and needs to be well understanding according to physiological response to host against pathogen.

The OsHV-1 presents several particularities like the capacity to infect bivalve different hosts [20-26], but little is known about virus entry mechanisms or virus life cycle. OsHV-1 belongs to Herpesvirus class III, the *Malacoherpesviridae*[10]. This family is composed of two mollusk viruses: OsHV-1 and Abalone herpes virus [27]. In vertebrates, herpes virus strategies into infected host cells have been well studied. Herpes viruses present the particularity of having two life-cycle phases: latency or low production of some viral particles cycle and lytic cycle [28]. The lytic cycle can be induced by stress and involves massive viral replication.

The aim of this study is to understand physiological mechanism involved in pathogens infection and oyster response during massive mortalities observed in the field. Animals were deployed in the different sites before mortalities events. During the beginning of mortality, spat were sampled in infected area and at the same time in sanctuary areas (one natural site and second offshore site), both where no mortality occurred). Percentage of OsHV-1 positive oysters was measured individually by quantitative PCR [8,29]. Physiological aspects of the response to host against pathogens were investigated using microarrays. This methodology has been used for gene expression analysis of specific tissues and of gametogenesis in *C*. *gigas* ([30,31]. In the present study, the response of host to pathogens was investigated in spat according to the mortality event and the level of virus. Some genes were differentially expressed and identification of their potential role is closely related to the annotation of expressed sequence tags (EST) [32].

## Material and methods

### Biological material

Diploid spat of Pacific oysters, *Crassostrea gigas*, were purchased from a hatchery (France Naissain). Spat were reared in a nursery until reaching 6mm shell height and the prevalence of OsHV-1 was measured on 120 animals.

Spat were deployed on oysters beds in April 2011 at three distinct sites, an oyster production area where mortalities on spat was observed in Spring (BL, Blainville sur mer, West Coast of Normandy) whereas to others sanctuary sites (CRIC, Cricqueville en Bessin, East coast of Normandy without oyster production and in an offshore 100m^3^ capacity storage structure deprived from contamination, CAB). Sea water was pumped into the storage structure through a sand filter and was maintained in outdoor reservoir of 25 000 m^3^ before reaching the tank. From the beginning of the study (April) to fall, level of mortality was measured every two weeks in the different sites (depending to tidal accessibility to the field sites). At each sampling, more than fifteen oysters were dissected individually and were sectioned longitudinally, both longitudinal sections included same organs, especially those related to pathogen presence. One section was used to virus quantification and the second to microarray analysis. Samples were frozen in liquid nitrogen and stored at −80°C.

### Virus quantification

Genomic DNA was extracted from one section of each individual using the EpMotion5075 robot (Eppendorf^®^) with the Nucleospin 8 Blood kit (Macherey Nagel^®^) according to the manufacturer’s protocol. The quality and quantity of genomic DNA was estimated on Nanodrop 2000 spectrophotometer (Thermoscientific^®^).

Quantification of viruses was based on the quantitative PCR protocol described by Martenot *et al*. [29] and virus quantity was reported as genomic units (GU) of virus per nanogram of genomic DNA extracted [17,33]. The normalized values were grouped into classes according to log_10_ values: Class 0 = no detectable virus; Class 1 = >0 to 10 GU ng DNA^-1^; etc).

### RNA extraction

Oysters were selected for transcriptomic analysis by microarray based on their viral infection loads during the May mortality episode. Four groups, each comprised of 4 spat having the same viral DNA level, were established. Two were “no virus detected” animals: one from the sanctuary area uninfected wild (CRIC), and one from the isolated tank uninfected offshore (CAB), and two “virus detected” animals were from the oyster grow out site experiencing the mass mortality. The latter two groups consisted of low-virus load individuals (BL) (Log Class 1 with an average 4 GU ng^-1^ DNA) and high-virus load individuals (i) (Log Class 2 with an average 14 GU ng^-1^ DNA).

Total RNA was extracted manually from the second section of each spat in 1 mL TriReagent (Sigma Aldrich^®^) and 100 μL Bromo-Chloro-Propane (Sigma Aldrich^®^). After centrifugation for 15 min at 12000 × g at 4°C, the aqueous phase containing RNA (around 300 μL) was extracted on a silica column with the RNA Nucleospin II kit (Macherey Nagel^®^). The quantity of total RNA was measured on a Nanodrop2000 spectrophotometer (Thermoscientific^®^) and quality was verified using Agilent RNA 6000 Nanokit reagents on the Bioanalyzer platform (Agilent Technologies, Waldbronn, Germany).

### RNA microarray

For each animal, 200ng of total RNA were labelled with Cy3 using the Low Input Quick Amp labelling kit from Agilent technologies according to the manufacturer’s protocol.

Antisense RNA (aRNA) was purified on a column with the RNeasy^®^ plus micro kit (Qiagen). Dye incorporation and aRNA concentration were measured on the Nanodrop2000 spectrophotometer (Thermoscientific^®^) and were congruent to the Agilent’s specifications after synthesis, a labeled aRNA concentration was superior to 2μg and an incorporation of Cy3 higher than 6 pmol Cy3 μg^-1^ aRNA.

One thousand six hundred fifty nanograms of newly synthetized aRNA labelled with Cy3 were hybridized on the custom and validated 4x44K slide containing 31 918 EST [28,30] with the Gene Expression hybridization kit (5188–5242; Agilent Technologies) according to Agilent Technologies’ recommendations. After 16 hours at 60°C (Agilent oven with 10 rpm), slides were washed with the gene expression wash buffer solution (5188–5327; Agilent Technologies). The slides were then scanned on Agilent Technologies G2565AA Microarray Scanner system at 5 μm resolution. Analysis of each spot was made using Feature Extraction software 6.1 (Agilent Technologies), using the default/recommended parameters for the scanning, griding, extraction, correction and normalisation.

### Microarray data analysis

A Principal Component Analysis (PCA) was performed suing the GeneANOVA software [34] to assess the internal consistency of different transcriptional data sets and to obtain the proportion of variance for each principal component.

The intensity of each spot was log_2_-transformed and normalized according to the cyclic Loess technique [35] using the Limma package [36] and R software. Statistical analysis was made using TMeV6.1 (Mev_4_7_4) software [37,38]. ANOVA were performed with high stringency p value of < 0.01 with a Bonferroni’s correction. Hierarchical clustering and K-Means clustering were performed after ANOVA using TMeV on the statistically significant transcripts with Pearson’s correlation as distance matrix and 50 maximum iterations.

### Quantitative PCR

For cDNA preparation, 250 ng of total RNA from each sample (four animals per condition) were reverse transcribed using 200 U of MMuLV-RT (Moloney Murine Leukemia Virus Reverse transcriptase, Promega^®^) in presence of 20 U of RNase inhibitor (RNasin, Promega^®^), 0.5 mM of RNAse free dNTP and in the appropriate buffer (Promega^®^).

Forward and reverse primers were designed using Primer3 software (http://bioinfo.ut.ee/primer3-0.4.0/), avoiding analysis of folding regions. Efficiency of PCR was around 100% determination were defined from a range of cDNA of samples used in this study. The presence of residual genomic DNA was controlled by performing PCR from RNA samples without RT reverse transcriptase.

Quantitative PCR analysis was performed in 96-well plates on a CFX 96™ Real-Time System C1000™ Thermal Cycler (BioRad^®^) using the SYBR Green 2X (Promega^®^). Five nanograms of cDNA of each sample were processed under the following PCR conditions: one cycle of 5 min at 95°C followed by 45 cycles consisting of 10 sec at 95°C and 30 sec at 60°C. Primers used are listed in Table 1.

**Table 1:** Primers used for qPCR validation showing the accession number for each EST and the forward and reverse primers

**Gene name**	**Accession number**	**Forward primers**	**Reverse primers**
**DRAP1**	AM857148	ACTCTGAGGAGGAGGCCAAT	CCTGGTGTTGTTCATTGCTG
**RABAC**	AM867263	TTGCCAATGTAAATGCCAGA	GGAACTGGTGCCACTGACTT
**APBA2**	AM858827	ACCCGACGTCAAGTATCAGC	ATCTCGATGATTCGGTGTCC
**Activin Receptor**	AM855334	CTGGATCACACCCAACACTG	GGCTGCAACCTGCTCTAAAC
**BAR1/Bat1**	AF075691	GCCAAGTCTGGTATGGGAAA	GCCGAGGTACCAACACTGAT
**DRG2**	AM859481	TTCCCGTCTGTTGGAAAGTC	GGAATGCAGGTCAAGGTTGT
**Nup54**	AM854457	ACCCAAGCAAAAACAACAGC	CCACCAAAGGAAAATCCTGA
**PRDM5**	CU989501	TGATTCATTCAGGGATGCTG	ACATGTGGCGTTTCATGTTG
**Rac1**	CU983949	AAGCCGACAAAGAAAACGAA	TCAATGCATCATGGGAATGT
**Vsp53/Vps53**	AM866620	ATCAGCTCAGCGTCTGGTTT	TCCGACACTGTTCCTCCTCT
**GroupL1**	CU990573	CGGGATCCAAGGTTTCTGTA	ATAGGTCCCGCAAGTGTTTG
**Cbx1**	AM863306	AAGTGGTGGACTCCAGGATG	TTTGCTTCTGGTTCCCAAGT

The reference gene used in this study was EF1α (*Crassostrea gigas* EFα1 AB122066). The choice of the reference gene was determined by an expression analysis of the more stable and frequency used housekeeping genes identified by Dheilly et al. [28]. From normalized data of the microarray and also in quantitative PCR data, the coefficient of variation of GAPDH, EFα1, Actin, HKG1, Sec61, HKG3 and ARF1 was measured and was lowest for EFα1. Comparison among the four conditions of infectious level used in this study also showed that EFα1 was most stable. The validation of the selected genes by qPCR was also tested by the calculation of the coefficient of correlation between the data of microarray and qPCR.

According to their annotation and functions in each biological categories, twelve genes were chosen to assess the results from the microarray, and genes were listed in Table 1 with annotations and primers sequences.

## Results

### Percentage of virus detection associated with spat mortalities

When the spat used for this study were deployed in the field in April, 97.5% of the 120 individuals assayed for OsHV-1 were considered to be free of the virus because viral DNA could not be detected by the qPCR assay. The other 2.5% of spat contained less than 10^3^ virus genomic units (GU) ng^-1^ DNA. Moreover, mortality did not occur in these spat when held in controlled condition for one month under environmental conditions favourable for disease: high temperature (21°C) and high food levels (oysters were fed *ad libitum*) as described in Petton et al. (personal communication).

Mortality of spat located in oyster production site was observed beginning in May 2011, but only at the oyster grow out site. At the end of May spat experiencing heavy mortality were sampled and analysed individually. At this date, viral quantification showed them to be highly contaminated, with 61% and 17% in class 1 and class 2, respectively (Figure 1A). In comparison, low number of OsHV-1 DNA positive samples was observed in the sanctuary area and the containment structure, with 93 and 87%, respectively, in Class 0 (Figure 1B).

**Figure 1:**
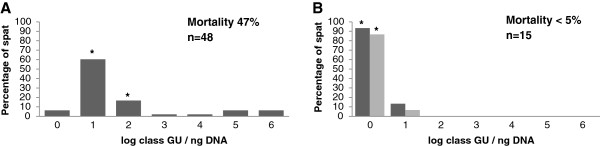
**Percentage of infected spat according to the viral load in log class.** The level of virus is expressed in genomic units (GU) per nanogram of DNA and illustrate viral load at **(A)** the field oyster growout site and in the **(B)** sanctuary site (dark grey - CRIC) and in the tank (grey – CAB)) during mortality events observed in the field. The asterisks indicate the sample taken for microarray analysis. For graphic A, the first asterik corresponds to sample infected at 4 viral GU ng^-1^ of DNA (BL), and the second refers to samples infected at 14 viralGU ng^-1^ of f DNA ( i). Data in B are from spat considered to be uninfected.

At the end of the experiment in Fall 2011, mortalities were measured and were 4.5% for tank and the sanctuary area compared to 47% for the animals sharing the same origin reared in the grow out site.

From infected or non-infected animals in this experiment, a microarray analysis has been performed from 4 oysters per condition presenting a similar viral load. 

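RNA of 4 spat per group was labelled with the dye Cy3 and hybridized on 16 one-colour Agilent arrays, 1 spat per array. The groups were CRIC (uninfected, sanctuary area), CAB (uninfected, offshore tank), BL (infected, 4 viral GU per ng of DNA in the paper) and i (infected, 14 viral GU per ng of DNA in the paper). The paper places the sampling in May 2011 and the sample labels in July 2012, with the same groups. Each array carried 31918 probes of 60 bases, each for its own EST, and 1417 control spots that were not used here. The authors scanned the slides and had the scanner software subtract the background and remove spatial trends within each array, which gives a processed signal (an intensity) per spot. These intensities were not yet made comparable between arrays. From there, the log2 of the processed signal was taken, the 70 spots that the scanner software had marked as outliers were left out, and the arrays were normalized by cyclic loess in limma (span 0.7, 3 iterations). Expression values are log2 units on that scale. A linear model with a mean per group was then fitted to each EST with limma. Infected minus uninfected is the mean of BL and i minus the mean of CRIC and CAB, with a two-sided test and Benjamini-Hochberg adjustment over the 31918 ESTs, called at an adjusted p below 0.05. The median processed signal per array ran from 58.32 to 123.53 in i, from 28.85 to 47.65 in BL, from 257.81 to 384.0 in CAB and from 217.98 to 275.89 in CRIC. The share of ESTs well above background, by the scanner software's own test, had a median of 71.6% in i, 66.1% in BL, 75.6% in CAB and 78.5% in CRIC. The number of arrays limits the precision of every value. Each of the 4 slides held 1 group, and the infected and the uninfected arrays were scanned on different days, so that slide, scan day and group cannot be told apart. Rearing site cannot be told apart from infection either, since BL and i both came from the grow-out site and CRIC and CAB from elsewhere.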

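The principal component analysis used the 31850 ESTs with a value on every array, each centred on its mean. The first component (PC1) held 27.8% of the variance and the second (PC2) 12.7%. On PC1, the infected arrays had a mean score of -86.8 ± 51.6 (SD, n = 8) and the uninfected arrays 86.8 ± 26.4 (SD, n = 8). This difference of -173.6 had a two-sided p of 0.000155 in an exact permutation test of the group labels, the smallest p that 8 arrays against 8 allow. The 8 uninfected arrays scored between 65.3 and 131.5, and 7 infected arrays between -154.4 and -67.5. The second array of i, at 23.2, was the infected array nearest to the uninfected ones. Without normalization between arrays, the alternative that moved the difference most, it was -460.5 with the same p. On PC1, i scored -53.8 ± 52.6 (SD, n = 4) and BL -119.8 ± 23.3 (SD, n = 4), with no overlap (exact two-sided permutation test, p = 0.0286). These tests belong to a family of 9, for 3 comparisons on 3 components, and Benjamini-Hochberg adjustment over the 9 gives 0.0014 for infected against uninfected spat and 0.0857 for i against BL.

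**Figure D1:**
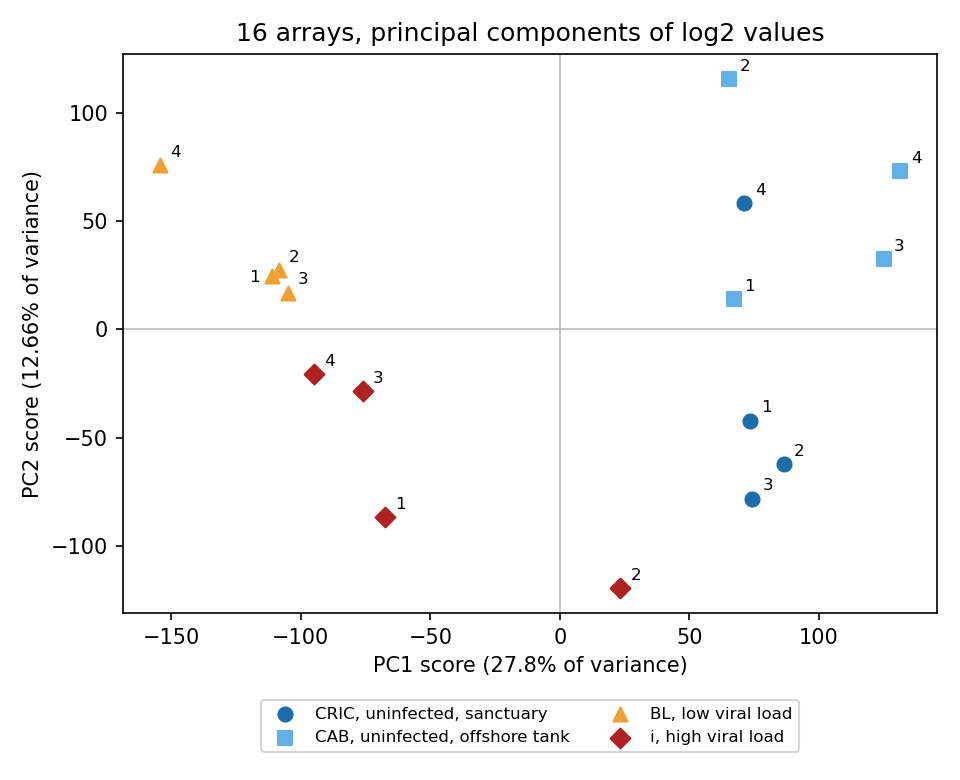
Scores of the 16 arrays on PC1 (horizontal, 27.8% of the variance) and PC2 (vertical, 12.7%), from normalized log2 values. Each point is 1 array, marked by group and numbered by replicate, and all uninfected arrays lie at PC1 scores of 65.3 or more while the infected arrays lie at 23.2 or less.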

A test by Principal Component Analysis defined two groups with respectively together the infected animals (at two different viral loads) and the uninfected animals. 

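The sanctuary (CRIC) and offshore (CAB) arrays did not differ on PC1, with mean scores of 76.4 ± 6.85 and 97.2 ± 35.9 (SD, n = 4 each; exact two-sided permutation test, p = 0.429). On PC2 the sanctuary arrays scored -31.1 ± 61.4 and the offshore arrays 58.8 ± 45.2 (SD, n = 4 each; exact permutation test, p = 0.0857). The third component held 8.745% of the variance and gave p = 0.114 in the same exact test. The smallest p that 4 arrays against 4 allow is 0.0286. Over the 9 tests, the adjusted values for the sites were 0.482 on PC1, 0.193 on PC2 and 0.206 on the third component. The difference between the sites on PC2, -89.9, reached it under 2 alternatives, with each EST scaled to unit variance (-97.03) and with normexp background correction before the cyclic loess (-77.47), and the alternatives together gave p from 0.0286 to 0.371 in that exact test.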

A very low effect due to the different rearing sites was observed on the PCA performed on all genes (data not shown). After analysis of the microarray findings on TMeV 4.6.0 software [39,40], one-way ANOVA results of the 4 groups uninfected wild, uninfected offshore, low and high infected (respectively CRIC, CAB, BL and i) having a p value < 0.01 with Bonferroni’s correction found that 249 of 31,918 analyzed ESTs seemed to be differentially expressed (Figure 2A). 

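Over the 4 groups, limma's moderated F test called 457 of the 31918 ESTs at a Bonferroni-adjusted p below 0.01. Over all ESTs, 2619 had every infected array on one side of every uninfected array, which chance gives for 0.0155% of ESTs. Of these, 419 were among the 457, to which that share does not apply, since they were called on the same arrays. The one-way test of the methods, which estimates the spread of each EST from that EST alone, called 318 ESTs on the same values, 272 of them among the 457. With Benjamini-Hochberg adjustment at 0.05 in place of Bonferroni's, 10762 ESTs passed, and without normalization between arrays 6272 did at Bonferroni's threshold. Of the alternatives chosen after the data were seen, the authors' deposited table in its deposited order raised the count most, to 13573, and a covariate for the median signal of each array lowered it most, to 12. Leaving out 1 array changed the count by more than 1.5 times for 14 of the 16 arrays. It was 229 without the second BL array, the lowest, and 735 without the second array of i, the only one that raised it by that much.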

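Between the sanctuary and offshore sites, the t-test that the paper reports was run on the normalized values of the CRIC and CAB arrays. It called 0 ESTs at a Bonferroni-adjusted p below 0.01, 161 at a Benjamini-Hochberg adjusted p below 0.05 and 5245 at an unadjusted p below 0.05. limma, which shares the estimate of the spread over all ESTs and all 16 arrays, called 10 ESTs at Bonferroni's threshold, each of them higher in the sanctuary. Its unadjusted p was below 0.05 for 4734 ESTs. Of the alternatives, Benjamini-Hochberg adjustment raised limma's count most, to 478. A fit to the uninfected arrays alone called 1 EST at Bonferroni's threshold. Leaving out 1 array lowered the 10 by more than 1.5 times for 5 arrays, down to 4 without the second CRIC array.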

A t-test (p<0.01 and Bonferroni’s correction) performed between the sanctuary and offshore sites do not show any significant expressed genes. 

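The 16 arrays were clustered by 1 minus Pearson's correlation over the ESTs that passed the test among the 4 groups, with average linkage. At the topmost branch point, all 8 infected arrays lay on one side and all 8 uninfected arrays on the other, so that 0 arrays were out of place. Complete linkage gave the same 2 sides. Divided into 4 branches, the tree had CRIC, CAB, BL and i each on a branch of its own. Since these ESTs were chosen for differing among the groups, the tree is not a separate test of them. Over these ESTs, the correlation between arrays ran from 0.935 to 0.995 within the infected arrays, from 0.953 to 0.996 within the uninfected arrays, and from 0.714 to 0.922 between the infected and the uninfected arrays. With all ESTs in place of the chosen ones, 1 infected array, the second of i, joined the uninfected side.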

A hierarchical clustering performed using a Pearson’s correlation defined two groups: uninfected and infected animals. 

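The 457 ESTs were divided by K-means into 5 clusters on their values over the 16 arrays, each EST centred and scaled, so that ESTs were grouped by the shape of their profile (100 random starts). The clusters held 148, 118, 112, 63 and 16 ESTs. Cluster means are given in log2 units relative to the mean of each EST over all arrays.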

A subsequent K-means clustering of genes allowed definition of 5 distinct clusters (Figure 2B). Cluster 1 is composed of 126 ESTs under expressed in infected spat. 

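A single cluster, of 112 ESTs, was under expressed in both infected groups. Its mean was -1.31 in BL and -0.93 in i, against 0.99 in CRIC and 1.25 in CAB, so that infected spat were lower by 2.24 on average. When the 318 ESTs of the one-way test were clustered, the corresponding cluster held 97 ESTs.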

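The K-means clusters of 148, 118 and 63 ESTs had higher values in both infected groups than in both uninfected groups. In the cluster of 148, the mean was 1.87 in BL and 0.36 in i, against -1.05 in CRIC and -1.18 in CAB. The cluster of 118 ESTs had means of 1.70 in BL and 0.99 in i, and -1.23 in CRIC and -1.46 in CAB. In the cluster of 63 ESTs, BL and i had means of 1.82 and 1.38, while the offshore spat, at -2.42, lay further below the sanctuary spat, at -0.78. Among the 318 ESTs of the one-way test, the clusters of this kind held 105, 73 and 31 ESTs. When the values were centred and not scaled, only 2 clusters of this kind formed, with 252 and 76 ESTs.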

Three clusters (2, 4 and 5) grouped 48, 38 and 38 up regulated genes, respectively, in infected spat. Only 7 ESTs in Cluster 3 might be associated to site effects.

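The remaining cluster held 16 ESTs whose means did not follow infection. It was higher in CRIC (0.98) and in i (1.36) than in CAB (-1.14) and in BL (-1.21), and its infected groups differed from its uninfected groups by 0.16. The one-way ESTs gave a cluster of the same shape with 12 ESTs, and the unscaled values 1 with 17. Of the 10 ESTs that limma called between the sanctuary and offshore sites, 7 were also called over the 4 groups.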

**Figure 2:**
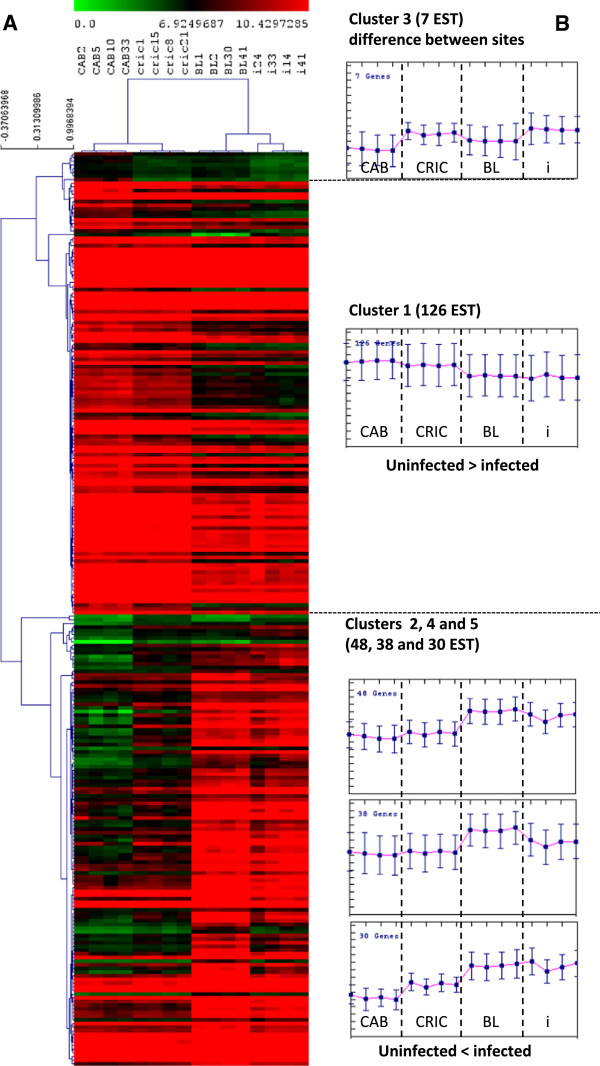
**Clustering of 249 ESTs obtained after ANOVA analysis with four groups (CAB, CRIC, BL and i – see legend to Figure**1**) with adjusted Bonferroni and p values< 0,01 made on TMeV 4.6.0 software (Saeed et al., 2003 and 2006).** CRIC and i correspond, respectively, to uninfected spat from sanctuary area or from tank. **A**: Cluster 1 is a major cluster with 126 ESTs and cluster 3 is the smaller cluster with 7 ESTs. BL and CAB correspond to infected spat from oyster field (two levels 1 and 2 log class of viral GU ng^-1^ DNA). **B**: Graphs represent values transcriptional variation of genes in each category.

### Gene function analysis

The custom microarray design and the raw and normalized data are available from Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE46249; GSE46249). Only 51% of the 249 differentially expressed genes on the microarray were annotated. From the recent genome sequencing of the Pacific oyster [41], the non-annotated transcripts were blasted in genome data http://oysterdb.cn/blast.html, resulting in an additional 128 genes: 62 and 66 of genes up regulated in infected and uninfected animals, respectively (see Additional files 1 and 2). 

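The lists used here hold 59 of the 66 genes of Additional file 1 (higher in uninfected spat) and 56 of the 62 genes of Additional file 2 (higher in infected spat), each matched to its EST by accession. Over all ESTs, limma called 10722 between infected and uninfected spat, 5277 of them higher and 5445 lower in infected spat, and its unadjusted p was below 0.05 for 13742. With slide as a random block, 6715 were called. The count rose most without normalization between arrays, to 29716. It fell most with the median signal of each array as a covariate, to 1, in a fit chosen after the data were seen, and to 908 with Bonferroni's adjustment. Of the 59 genes of Additional file 1, 59 were lower in infected spat, with a median difference of -1.56 and a range from -3.08 to -0.30, and limma called 54 of them over all ESTs. Adjusted over the list alone, 58 were called. Of the 56 genes of Additional file 2, 55 were higher in infected spat, with a median of 2.63 and a range from -0.04 to 6.27. There, 54 were called over all ESTs, and 55 adjusted over the list alone. The paper chose both lists on these same arrays, so the counts over the lists alone are not independent evidence. The test over the 4 groups called 17 genes of the first list and 45 of the second. The scaling of the arrays moved the median difference between infected and uninfected spat over all ESTs. It was -0.04 with cyclic loess, -0.01 with quantile normalization, 0.49 with each array scaled to its 75th percentile, 0.83 with the authors' deposited values put in scanner order and -2.33 without normalization. It was 0.60 with a cyclic loess run over pairs of arrays, which was chosen after the data were seen. With the 75th percentile, 52 of the 59 genes of the first list were lower in infected spat, and with the deposited values 49. Without normalization, 29 of the 56 genes of the second list were higher.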

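By the functions given in Additional files 1 and 2, the largest class among the genes used here was cell signalling and activation, with 20 genes lower and 20 higher in infected spat. Of these, limma called 17 and 19. Replication, transcription and DNA repair came next, with 11 genes lower and 9 higher, of which 10 and 9 were called. The proteasome class had 4 lower, of which 3 were called, and 4 higher, all called. In metabolism, 5 genes were lower and 5 higher, and in apoptosis and cell cycle 6 were lower and 2 higher. Cell structure had 2 lower and 7 higher, and immunity 2 lower and 5 higher. Every gene of the classes metabolism, apoptosis, cell structure and immunity was called. So were the 7 genes of the classes of virus entry, life cycle and response, of which 6 were lower and 1 higher. The class nervous system had 3 genes lower and 3 listed as higher, 1 of which was not higher here.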

A classification of the 128 genes has been made to group different genes into their major function (Figure 3). Only 13 of the 128 genes were listed as not annotated or having an unknown function. They correspond to hypothetical proteins or non-coding region of the genome. The results from the microarray analysis were assessed by the quantification of twelve genes selected by their biological functional classification and their relative range of intensity by real time quantitative PCR (Figure 4) The coefficient of correlation between qPCR and microarray data is from 0.627 to 0.991 for 10 genes, lower for for 2 genes *groupl1* and *drg2* (respectively 0.472 and 0.492).

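On the arrays, the ESTs of the 12 genes quantified by qPCR were all lower in infected than in uninfected spat. In that comparison limma called each of them, with Benjamini-Hochberg adjusted p of at most 0.00118. At Bonferroni's threshold, the test over the 4 groups called only 4 of the 12, and the one-way test of the methods 5. As measured, the differences ran from -0.64 for bat1 (also named bar1), whose probe was saturated on 4 of the 8 uninfected arrays so that its difference is a lower bound and its rank cannot be read, to -2.93 for the activin receptor. In 11 genes, every infected array lay below every uninfected array. Chance puts 8 given arrays below the other 8 in 0.00777% of splits, but these genes come from a list chosen on the same arrays, so that this share is no test of them. The exception was groupl1, whose value was 5.91 ± 0.23 in BL and 4.16 ± 0.60 in i (SD, n = 4 each), against 5.47 ± 0.38 in CRIC and 7.06 ± 0.28 in CAB (SD, n = 4 each). It was well above background on 3 of the 4 BL arrays and on 1 of the 4 arrays of i. The call of bat1 was lost with the 75th percentile (-0.18), the deposited values (-0.20) or the loess over pairs (-0.30). The qPCR values were not analysed here.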

**Figure 3:**
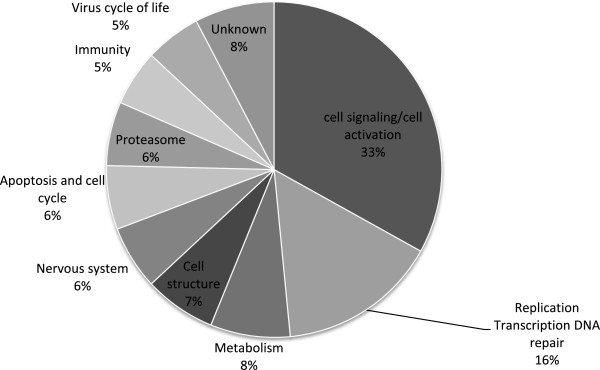
**Sector diagram representing the percentage of the 128 genes by gene function.** The list of 128 genes was obtained by comparison between infected or uninfected spat.

**Figure 4:**
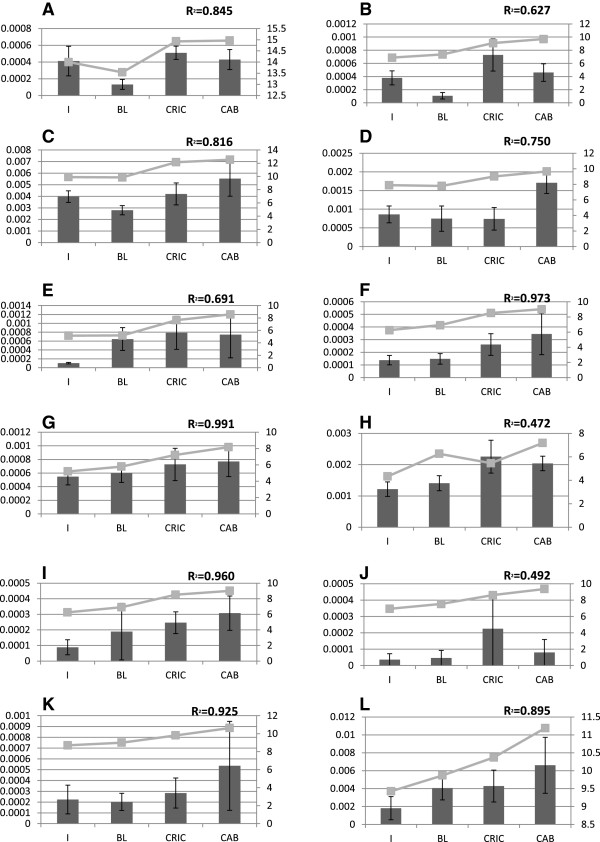
**Graph representing the profiles obtained from microarray (light grey) and qPCR (dark grey) analyses for twelve genes.** Values of qPCR are expressed in reference to EF1alpha. The same spat samples were used for both microrarry and qPCR assays. Conditions are precised in abciss and left axis represent qPCR data in DCt for100 copies of EF1alpha and right axis represent microarray data in fluorescence. R^2^ represent the correlation between microarray and qPCR data. Accession number of the genes used are BAR1: AF075691 **(A)**; Vps53: AM866620 **(B)**; RAC 1: CU983949 **(C)**; PRDM5: CU989501**(D)**; Activin receptor type-2A : AM855334 **(E)**; RABAC: AM867263 **(F)**; DRAP 1 : AM857148 **(G)**; GroupeL1: CU990573 **(H)**; ABPA2 : AM858827 **(I)**; DRG2 : AM859481 **(J)**; Nup54 : AM854457 **(K)**; Cbx1: AM863306 **(L)**.

The major group is composed of 43 genes having various functions linked to cell signaling like *apba2*, *cib1*, *dusp7* and *adam*. The second most important group is composed of 20 genes involved in replicative and transcriptional mechanisms and regulation, or in DNA repair, including *drap1*, *bar1*/*bat1* and *nup54*. Six smaller groups of genes (with fewer than ten genes per group) are defined as genes involved in apoptosis or cell proliferation (*cbx1*, *birc7*, *drg2*, g*roupl1*) and proteasomic activities (*trim2*, *rfwd2*, *cnot4*); in immunity and inflammatory responses, including *cd109*, *activin receptor* and *leng8*; in cellular structural and architectural activities (*talin*-*2*, *actin* and different *tubulins*); in general metabolism (*fasn*, *ceruloplasmin* and *oat*); and in nervous system functions (*reticulon 4 isoform b2*, *kctd7* and *bri3*). 

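Among the genes placed here by function, sfrs8 was lower in infected spat, at 9.78 ± 0.35 against 11.24 ± 0.26 (SD, n = 8 each), a difference of -1.46 (SE 0.17, limma adjusted p = 1.22e-05). The gene csnk2b was lower by 0.66 (SE 0.12, limma adjusted p = 0.00054). The csnk2b probe was saturated on 1 of the 8 uninfected arrays. Its call was lost with the 75th percentile (-0.26), with the deposited values (-0.20) and with the loess over pairs (-0.26). In both genes, every infected array lay below every uninfected array.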

Finally, a small group is composed of 7 host genes that could be involved directly in virus entry or in its life cycle (*prdm5*, *rabac*, *rna1 polyprotein*, *rac1*, *vps53*, *sfrS8*, *csnk2b*).

## Discussion

In order to understand the molecular events that occurred during the massive oyster mortalities, and the role played by OsHV-1 in them, animals from a same origin were reared in different areas: an oyster grow out site; a sanctuary area far from oyster growing sites and in tank isolated from natural areas. At the end of this experiment, high mortalities were observed only in the oyster grow out site and coincided with the period of repeated massive mortality events observed in France [11,14]. Due to absence of mortalities and virus in animals in the sanctuary and the isolated tank, the field-observed mortalities could be due to contamination by the virus (pathogen only measured during the experiment), which was found at high levels in oyster spat at in the grow out site. But, we cannot exclude the influence and a synergic effect of other pathogens as bacteria. In comparison to the 80-90% mortality often reported for spat since 2008, the 47% experienced by spat in our study was relatively modest, perhaps because they had been deployed only since April rather than the previous fall.

Our microarray analysis found 249 differentially expressed genes in oysters infected by OsHV-1 and in uninfected controls. Of these, approximately half (126) were underexpressed and half (116) were over-expressed in the infected spat. 

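Of the 457 ESTs called over the 4 groups, 117 were under expressed and 340 over-expressed in infected spat, a share of 74.4% over-expressed. Of the 457, 448 were also called between infected and uninfected spat. The one-way test of the methods had 101 lower and 217 higher. The division between lower and higher depended on the scaling of the arrays. Scaled to the 75th percentile, 59 were lower and 417 higher. The deposited values gave 23 lower and 1707 higher, and values without normalization 6271 lower and 1 higher. With the loess over pairs, 10 were lower and 1011 higher. Among the called ESTs of the comparison of infected with uninfected spat, 49.2% were higher with cyclic loess, 75.3% with the 75th percentile and 91% with the deposited values. From the genes that changed between infected and uninfected spat, the paper proposes a hypothetical scheme of the steps of the viral infection (Figure 5).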

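Between the sanctuary and offshore sites, 7 ESTs passed both limma's test of the sites and the test over the 4 groups at a Bonferroni-adjusted p below 0.01. Without normalization between arrays, 3 ESTs passed the test of the sites, and with the deposited values 10, of which 4 were higher in the sanctuary.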

Only 7 were site-associated and showed differences between sites, maybe correspond to the environmental conditions. In other similar studies performed on domestic species, the number of genes differentially expressed varied from 200 to 250 [41,42]. Among the differentially expressed genes, some may or could be involved in the viral infection pathways. Others genes demonstrate the metabolic changes that occurred during the infection without exclude environmental factors between sites.

From these results, we attempt to define the viral genes involved in the penetration, expression and egress processes, and also in the resulting metabolic perturbation to the host, and in the host response to the infection. Finally, we propose a hypothetical scheme of the genes expressed during the successive steps of the viral infection process and suggested by the microarray analysis (Figure 5).

**Figure 5:**
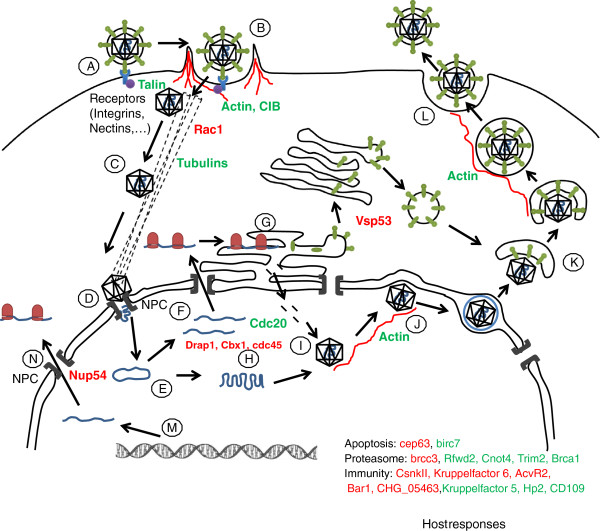
**Hypothetical scheme representing the different steps occuring during viral infection. A**: Attachment. **B**: Membrane fusion with intervention of the actin cytoskeleton and cell adhesion proteins. **C**: Translocation of capside to the nucleus with Microtubules MT. **D**: Docking at the nuclear pore: release of viral genome into the nucleus. **E**: Concatemer. **F**: Transcription of the viral mRNA. **G**: Traduction of the viral mRNA in the RER for the capsid proteins and maturation in the Golgi for the envelope proteins. **H**: Replication. **I**: Capsid formation. **J**: Budding to the inner nuclear membrane followed by release of the capsid into the cytoplasm. **K**: Envelopment of Trans Golgi network vesicule with proteins to form the envelope. **L**: Fusion of the vesicule with the virion to the plasma membrane to ensure releasing of the mature virion. **M** and **N**: hijacking cellular machinery.

### Entry of virus

First, the virus needs to bind to the cell membrane by a specific recognition of viral protein by host membrane receptors. This initial step could not be demonstrated in our analysis, involving only membrane components. Receptor type depends on the viral subfamily: the alpha herpesviridae bind to the Nectin receptor, whereas the gamma herpesviridae interact with α3β1 integrins (Figure 5A). For the latter, the linkage involves the cytoplasmic F-Actin with different proteins including Talin or Vinculin and the *talin*-*2* gene shows a higher expression in the infected animals (Figure 5B). 

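In infected spat talin-2 had a mean value of 12.73 ± 0.77, against 10.57 ± 0.43 in uninfected spat (SD, n = 8 each), a difference of 2.16 (SE 0.24, limma adjusted p = 1.05e-05). Some infected arrays overlapped with uninfected ones. The test over the 4 groups did not call it (Bonferroni-adjusted p = 0.0547, limma). Without normalization between arrays the difference was -0.66, which is 1.67 relative to the median of all ESTs.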

Calcium and Integrin Binding Proteins such as CIB1 (also named Sip2-28) are also involved in the interaction with the cytoplasmic tail of the α integrin [43,44]. Tsuboi [44] suggests that it permits the activation of the integrin during the platelet aggregation. Our results suggest that the integrin pathway is activated during OsHV-1 infection in oysters, as a recognition mechanism or as a reaction of the host (Figures 5A and B).

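The gene cib1 was higher in every infected array than in every uninfected array, with a mean of 10.87 ± 0.29 in BL and 9.27 ± 0.28 in i, against 6.41 ± 0.44 in CRIC and 5.43 ± 0.97 in CAB (SD, n = 4 each). Infected and uninfected spat differed by 4.15 (SE 0.28, limma adjusted p = 2.94e-07).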

After the virus binding to the membrane, capsid entry into the cell can follow two distinct ways. Depending on the host cell type, Herpes Simplex Virus-1 (HSV-1) can penetrate by pH-dependent endocytosis or a cortical actin-dependent, but pH independent pathway [45]. The overexpression of oyster cytoplasmic actin beta 1 and the non muscular myosin genes in infected animals could suggest the involvement of this actin pathway during the OsHV-1 infection, particularly as overexpression of these two genes was observed by Renault et al. [19] in oyster haemocytes infected by OsHV-1. 

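The cytoplasmic actin EST differed by 2.67 (SE 0.23, limma adjusted p = 1.57e-06) between infected and uninfected spat, and the EST of non muscular myosin (myosin-9) by 1.68 (SE 0.13, limma adjusted p = 7.35e-07). For both, all 8 infected arrays exceeded all 8 uninfected arrays, and the test over the 4 groups called both. Without normalization the differences were -0.12 for actin and -1.13 for myosin-9, or 2.21 and 1.20 relative to the median EST.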

In case of the actin dependent entry, the role of actin is also associated to the Rho GTPase signaling pathway including cdc42, RhoA and Rac1. Activation these three genes is host cell-type dependent and also dependent on the type of herpesvirus. Indeed, HSV-1 entry involves Rac1 and cdc42 activation in canine kidney cells (MDCKII) without RhoA, but have needs to RhoA activation in primary corneal fibroblasts [46]. 

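The rac1 EST had a value of 10.01 ± 0.17 in BL and 10.10 ± 0.34 in i, and of 11.77 ± 0.28 in CRIC and 12.21 ± 0.21 in CAB (SD, n = 4 each). Infected minus uninfected was -1.94 (SE 0.15, limma adjusted p = 8.45e-07), and the arrays of infected and uninfected spat did not overlap.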

Our analysis found that the *rac1* gene is under expressed in infected animals. In mouse cells, its overexpression leads to diminished capacity of the virus to enter in cells [47]. Overexpression of the Rac1 activator, as found in our study, suggests that facilitate an effective virus entry into spat cells. In their study, Renault et al. [19] demonstrated an up regulation of an EST encoding a Ras-like GTP-binding protein, Rho1, belonging to the RhoA.

### Nuclear translocation

To ensure their replication and expression, herpesvirus particles need to penetrate the nucleus after their attachment, then translocation through the cytoplasm by the cytoskeleton to the nucleus (Figure 5C). Depending on herpesvirus family and host-cell type, capsids can translocate to the nucleus through the microtubular network, but also can interact with the filamentous actin fibers, (for review Favoreel et al., [46] and [48]. 

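Expression of the EST of tubulin alpha-3 was higher in infected spat by 1.93 (SE 0.15, limma adjusted p = 6.61e-07). The EST of tubulin beta was higher by 3.29 (SE 0.20, limma adjusted p = 2.94e-07), and that of tubulin beta-2 by 2.82 (SE 0.22, limma adjusted p = 8e-07). None of the 8 infected arrays fell within the range of the uninfected arrays for these 3 ESTs. Without normalization between arrays the sign of tubulin alpha-3 was the opposite (-0.62) and the other two were no longer called (0.42 and 0.32), while relative to the median EST all 3 were higher (1.71, 2.75 and 2.65).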

In our study, α and β tubulins were overexpressed in infected animals, suggesting an involvement of these pathways capsids entry into the nucleus. Once adjacent to the nucleus, capsids dock to the nuclear envelope by the Nuclear Pore Complex (NPC), which facilitates delivery of the viral genome into the nucleoplasm. At 12h post-OsHV-1 infection, Renault et al. [19] observed an up regulation of a component of the NPC, *nup98*, in oyster haemocytes. 

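For nup54, the mean was 8.63 ± 0.14 in infected and 10.24 ± 0.51 in uninfected spat (SD, n = 8 each), a difference of -1.61 (SE 0.14, limma adjusted p = 1.35e-06). The lowest uninfected array was above the highest infected one.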

In our study, the expression of the NPC was not up-regulated, but we showed a down-regulation of the transcript *nup54*, a nucleoporin involved with Nup62 and Nup58 to form the core nucleoporin of the NPC [49,50] have been demonstrated that a viral protein of the HSV, ICP27, is able to bind directly to the core nucleoporin Nup62 and this binding inhibits mRNA transport in the host cell. Indeed, when the viral lytic cycle begins, the HSV inactivates the host nucleoplasmic transport through the NPC by inactivation of the nucleoporin or their associated transporters.

### Viral genetic mechanisms and particle formation

Viral genetic mechanisms as replication are mediated by the virus itself. The aim of this study is to understand mechanism induced in host under viral infection. These data may give more precise information on viral replication or transcription and viral capside formation, budding and release (Figures 5E to J). Some genes like *bar1* (*bat1*) are particularly interesting in this study because of its involvement in relationship between host and pathogen [51] and this gene is already important to induced response to oxidative stress [52]. 

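The EST annotated as RNA1 polyprotein had values of 7.36 ± 0.79 in CRIC and 6.27 ± 1.12 in CAB and of 10.14 ± 0.70 in i and 12.59 ± 0.31 in BL (SD, n = 4 each). The difference between infected and uninfected spat was 4.55 (SE 0.37, limma adjusted p = 1.04e-06).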

RNA-1 encoded polyprotein in viruses in plant [53] and is high expressed across infection.

### Envelope formation in the trans-golgi

Vsp53 belong to GARP complex (Golgi retrograde transport) and is involved in HIV fusion with membrane but also in virus transport in trans Golgi or lysosomes [54]. Low expression of *vsp53* in our study may avoid retrograde transport and elimination of viral particle (Figure 5K).

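Values of vps53 averaged 6.93 ± 0.32 in BL and 6.97 ± 0.31 in i, and 9.04 ± 0.12 in CRIC and 9.52 ± 0.30 in CAB (SD, n = 4 each). Its expression was lower by 2.32 (SE 0.16, limma adjusted p = 3.33e-07), without overlap between infected and uninfected arrays.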

### Viral particle releasing or latency

Herpes viruses are able to remain latent in hosts without inducing the lytic infectious cycle [55]. Six oyster genes (*reticulon 4*, *kctd7*, *bri3*, *Smndc31*, *I*(*2*)*tid*, *cerebellin1*) are involved in nervous system. Reticulon 4 is associated with endoplasmic reticulum and inhibits axon regeneration [56]. Reticulon proteins are known to interact with human Bcl-Xl and Bcl-2 genes to reduce anti-apoptotic activity [57]. These genes may be involved in response against virus infection. KCTD7 is involved in signal conductance in the neuron [58] and is link to ubiquitin-proteasome system [59]. *Bri3* is up regulated by TNF and is link to cell death induction by TNF [60]. These six genes are down regulated in high infected spat presenting high virus DNA amount and high mortality rates, suggesting the potential for OsHV-1 to remain latent in infected oysters like some other herpes virus [61].

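In the high infected spat (i, n = 4) compared with the 8 uninfected spat, kctd7, bri3 and smndc1 were under expressed, with differences of -2.26 (SE 0.31, limma adjusted p = 0.000193), -2.55 (SE 0.23, limma adjusted p = 2.6e-05) and -1.44 (SE 0.20, limma adjusted p = 0.000203). The EST of l(2)tid did not differ, with -0.09 (SE 0.15, limma adjusted p = 0.709), and across the other scalings of the arrays its difference took both signs. Reticulon 4 and cerebellin-1 were higher in the high infected spat, by 2.52 (SE 0.26, limma adjusted p = 3.74e-05) and 3.03 (SE 0.27, limma adjusted p = 2.6e-05). Between the high and low infected spat, limma called 1 of the 6 genes, reticulon 4, which compared with BL was lower by 1.14 (SE 0.30, adjusted p = 0.0466). Without normalization between arrays, the difference of reticulon 4 from uninfected spat was no longer called. The decrease of smndc1 lost its call with the deposited values and with the loess over pairs. Over all ESTs, 7193 differed between the high infected and the uninfected spat, and 10406 between the low infected and the uninfected spat, at an adjusted p below 0.05. These counts rose most without normalization, to 24710 and 29874, and fell most with Bonferroni's adjustment, to 172 and 719.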

### Virus life cycle

Some genes are directly implicated in host response to viral infections, including *rabac*, *prdm5*, *rac1* and *vsp53*. RABAC is involved in the assembling of retro and rotavirus and in the inhibition of the herpes life cycle [62]. The under expression of this gene in infected compared to control spat suggests a failure to slow the progression of the lytic phases of the herpes virus cycle. In addition to *rabac*, the *prdm5* gene and miRNA are involved in the latency of HSV virus [63] and constituted a checkpoint for virus replication and entry into host cells in lytic phases [64]. 

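The EST of rabac was at 7.04 ± 0.45 in infected and 8.95 ± 0.35 in uninfected spat (SD, n = 8 each), a difference of -1.92 (SE 0.20, limma adjusted p = 5.75e-06). Each infected array lay under each uninfected array.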

Under expression of these two genes in infected spat strongly suggests a situation that would favour lytic phases in the virus life cycle.

### Perturbation of the host functions by the virus

Some genes involved in transcription are down regulated in our study. *Drap1* (NC2alpha) is involved in the transcriptional regulation of class II genes [65]. The down regulation of this gene may explain some disturbance in host transcription.

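Expression of drap1 was 5.31 ± 0.57 in infected and 7.53 ± 0.42 in uninfected spat (SD, n = 8 each), with a difference of -2.23 (SE 0.23, limma adjusted p = 6.17e-06). It was well above background on every uninfected array, but on only 2 of the 4 BL arrays and 3 of the 4 arrays of i.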

Eight host genes differentially expressed between non infected and infected spat are involved in proteasomic functions. Rfwd2 is an E3 ubiquitin ligase that is involved in interactions with herpes virus proteins MIR1 and 2, and act to down regulate immune recognition [66]. Cnot4 participates in the regulation of the JAK STAT signaling pathway [67] and is implicated in down regulation of TATA box [68]. Cnot4 interacts with ubiquitin conjugating enzyme E2s [69]. Tripartite motif proteins are implicated in innate immune response and some of them are involved in response to viral challenge [70].

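The genes rfwd2, cnot4 and trim2 had differences between infected and uninfected spat of 1.90 (SE 0.16, limma adjusted p = 1.28e-06), 2.15 (SE 0.15, limma adjusted p = 3.59e-07) and 2.23 (SE 0.17, limma adjusted p = 6.44e-07). For each gene, all infected arrays exceeded all uninfected arrays, and the test over the 4 groups called it. Without normalization the differences were -0.98, -0.51 and -0.25, and relative to the median EST 1.35, 1.82 and 2.09.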

*Rfwd2*, *cnot4* and *trim2* are up regulated in infected spat and may be involved in pseudorabies virus infection. *Ubiquitin protein ligase like* gene is involved in entry and endosomal transport of the Kaposi’s sarcoma-associated herpes virus KSHV [71]. The viral ubiquitin ligase proteins are also involved in lytic infection in HSV-1 [72]. BRCC3 is involved in ubiquitination of damaged DNA [73]. E3 ubiquitin ligase and BRCA1 are involved in ubiquitination of damaged chromosomes for genome maintenance and protein repair [74,75]. These genes are down regulated in infected spat and may be involved in the early response to the pathogen.

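The EST of the ubiquitin-protein ligase-like gene differed by -2.34 (SE 0.29, limma adjusted p = 2.23e-05), with no overlap between infected and uninfected arrays. That of brcc3 differed by -0.86 (SE 0.17, limma adjusted p = 0.00142), and its infected and uninfected arrays overlapped. The mean of brcc3 was 5.68 ± 0.26 in BL and 4.73 ± 0.54 in i, against 5.61 ± 0.14 in CRIC and 6.52 ± 0.15 in CAB (SD, n = 4 each). Its difference lost its call with the 75th percentile (-0.29) and with the loess over pairs (-0.15), and changed sign with the deposited values (0.82, or -0.015 relative to the median EST). In BL and i, the ubiquitin-protein ligase-like EST was well above background on 3 and 2 of 4 arrays, and so was brcc3.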

*Psmc4* is up regulated in infected spat and numerous PCM genes are involved in antigen processing or presentation in vertebrates (see Jenner and Young, for review [76]). Moreover, overexpression of a gene presenting homologies with IK cytokine genes has been reported in *C*. *gigas* haemocytes after OsHV-1 challenge [19].

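The psmc4 EST was higher in all infected arrays, with 11.42 ± 0.38 in BL, 9.15 ± 0.56 in i, 6.73 ± 0.40 in CRIC and 6.66 ± 0.69 in CAB (SD, n = 4 each). The infected and uninfected means differed by 3.59 (SE 0.26, limma adjusted p = 4.07e-07).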

In our study, some differentially genes expressed were involved in the global metabolism of host cells. Similarly, in salmon infected by Orthomyxovirus, differentially expressed genes were mainly down regulated and are those involved in biosynthesis and metabolism [42]. The ceruloplasmin level increased during herpes infection and decreased during remission in human [77]. During herpes infections, many genes involved in metabolism like *oat* or *fasn* are under expressed, whereas others, like *dbI* and *wnk1*, are overexpressed, suggesting a disruption in host metabolic activity.

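Of the metabolism genes, in infected spat fasn was lower by 3.05 (SE 0.25, limma adjusted p = 1.15e-06). The difference of oat was -1.002 (SE 0.20, limma adjusted p = 0.00117), with overlapping arrays, and with the loess over pairs it was 0.039, or -0.56 relative to the median EST. The genes dbi, ceruloplasmin and wnk1 were over-expressed, with differences of 5.26 (SE 0.45, limma adjusted p = 1.32e-06), 3.42 (SE 0.22, limma adjusted p = 2.94e-07) and 2.64 (SE 0.21, limma adjusted p = 8.51e-07). The wnk1 EST was not well above background on any of the 4 offshore arrays and on 3 of the 4 sanctuary arrays, and it was at least 5.12-fold higher in infected than in offshore spat. Without normalization wnk1 was no longer called (0.52, or 2.85 relative to the median EST). With normexp background correction the difference of wnk1 was 0.58, or 0.59 relative to the median EST.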

### Host responses to the virus

#### Apoptosis and Cell cycle

*Cbx1* is involved in mitosis but also in epigenetic repression and control of mitotis [78,79]. Cdc20 and cdc45 are involved in mitosis as well [80,81]. Cbx1 and cdc45 were down regulated, but *cdc20* was upregulated, in infected spat. 

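The paper gives 2 accessions for cbx1. The EST AM863306 differed between infected and uninfected spat by -1.23 (SE 0.13, limma adjusted p = 6.12e-06) and the EST AM863829 by -1.60 (SE 0.19, limma adjusted p = 1.43e-05). With the deposited values the first was not lower (0.004, or -0.83 relative to the median EST). The cdc45 EST was lower by 0.49 (SE 0.16, limma adjusted p = 0.0254). Compared with uninfected spat, it was lower in i (-0.92, SE 0.19, limma adjusted p = 0.00298). In BL alone, cdc45 did not differ from uninfected spat (-0.05, SE 0.19, limma adjusted p = 0.873). The call of the difference of both infected groups was lost in 3 of the 16 fits that left out 1 array. These were the fits without replicate 3 or 4 of i, or replicate 3 of CRIC, with differences from -0.59 to -0.42 over all 16. The sign of cdc45 changed with the 75th percentile (0.048), the deposited values (1.25) and the loess over pairs (0.11), and relative to the median EST these were -0.44, 0.42 and -0.49. The cdc20 EST was higher in every infected array, by 4.46 (SE 0.35, limma adjusted p = 7.35e-07) on average.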

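The drg2 EST averaged 7.08 ± 0.17 in infected and 8.87 ± 0.52 in uninfected spat (SD, n = 8 each), a difference of -1.79 (SE 0.18, limma adjusted p = 3.93e-06), and the arrays did not overlap. With the deposited values drg2 was no longer called (-0.091, or -0.92 relative to the median EST).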

DRG2, also under-expressed, is involved in cellular proliferation [82] and is induced by rhabdovirus in fish [83]. This gene is known to play a key role in cell growth [84], and the downregulation of this gene may reduce cell growth and division. The genes, *nedd1* and *cep63* are downregulated in infected spat and these genes are associated to centrosome formation [85,86]. 

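A difference of -3.08 (SE 0.21, limma adjusted p = 3.2e-07) was found for cep63, which was well above background on 2 of the 4 BL arrays and on all other arrays. For nedd1 it was -0.58 (SE 0.17, limma adjusted p = 0.0176), and infected arrays overlapped with uninfected ones. Compared with uninfected spat, nedd1 was lower in BL (-0.92, SE 0.21, limma adjusted p = 0.00363). In i alone it did not differ (-0.24, SE 0.21, limma adjusted p = 0.474). With the deposited values the difference of both infected groups was not called for nedd1 (-0.33). With the loess over pairs its sign was the opposite (0.56, or -0.036 relative to the median EST).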

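The birc7 EST was at 8.07 ± 0.41 in BL and 5.82 ± 0.39 in i, against 4.23 ± 0.30 in CRIC (SD, n = 4 each). In the offshore spat it was not well above background on any of 4 arrays, and it was at least 7.92-fold higher in infected spat than there. Infected minus uninfected was 2.95 (SE 0.20, limma adjusted p = 2.94e-07). With normexp background correction this difference was 0.92, or 0.93 relative to the median EST. For groupl1 infected minus uninfected was -1.23 (SE 0.21, limma adjusted p = 0.000325), so that this EST was lower in infected spat. In BL alone, groupl1 did not differ from uninfected spat (-0.36, SE 0.25, limma adjusted p = 0.304).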

*Birc7*, a gene involved in the inhibition of apoptosis, is upregulated in infected spat [87], as is *groupl1*, which is concerned with the regulation of genes involved in anti-apoptotic mechanisms [37]. Overexpression of genes related to apoptosis such as Bcl-2 (GenBank accession EU678310) have been reported in *C*. *gigas* haemocytes after OsHV-1 challenge [19].

Three of these genes (*cbx1*, *drg2*, *groupl1*) have been validated by qPCR (Figure 3) suggesting that cellular proliferation may be reduced in infected spat. Anti-apoptosis phenomena appear to be important in infected spat. It may exist a balance between pro apoptosis and anti-apoptosis factors suggest by Jenner and Young in 2005 (for review [76]).

#### Immune system

Seven genes are linked to immunity function. Two of them, which were overexpressed in infected spat, are associated with the response to fungal infection, such as *hlp2* and a putative fungi-static metabolite, CHFF_05463. 

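The hlp2 EST was over-expressed by 2.44 (SE 0.21, limma adjusted p = 1.28e-06) and that of the putative fungistatic metabolite by 4.21 (SE 0.33, limma adjusted p = 8e-07). In both, every infected array was above every uninfected array. Without normalization hlp2 had the opposite sign (-0.47, or 1.86 relative to the median EST).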

*Leng8* is involved in regulation of the inflammation process and these receptor present homologues in herpes saimiri [88]. CD109 represents an evolutionary conserved class of α2-macroglobulin/complement gene family [38] and is involved in regulation of the TGFbeta pathway [88]. The α2-macroglobulin molecules are protease inhibitors [89]. In *C*. *gigas*, ESTs from hemocytes show high identity with α2-macroglobulin and its receptor [90]. These genes are overexpressed in infected spat and suggest a role in defense against the pathogen. Moreover, in SSH studies overexpression of a gene presenting homologies with alpha macroglobuline genes (GenBank accession EU678312) has been reported in *C*. *gigas* haemocytes after OsHV-1 challenge [19].

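For leng8 the difference between infected and uninfected spat was 1.32 (SE 0.17, limma adjusted p = 3.22e-05), and for CD109 it was 1.63 (SE 0.18, limma adjusted p = 1.15e-05). Some infected and uninfected arrays overlapped in both genes. Values of leng8 were 7.99 ± 0.12 in BL and 8.80 ± 0.23 in i, and 7.84 ± 0.16 in CRIC and 6.30 ± 0.52 in CAB (SD, n = 4 each). Without normalization both signs were the opposite (-1.22 and -0.78), and relative to the median EST the differences were 1.12 and 1.55.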

Hemicentin HMCN1 is a conserved extracellular member of the immunoglobulin superfamily [91]. The activin receptor is involved in activation of heterologous herpes simplex virus thymidine kinase [92] and plays a role in response to herpes type 8 [93]. Moreover activin A is involved in APRIL regulation and leads to stimulation of immune cells [94]. These two genes are downregulated in late infected spat and may be expressed at the beginning of the response to infection.

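In the high infected spat (i), hemicentin-1 had a mean of 6.73 ± 0.78 (SD, n = 4) against 8.84 ± 0.33 in uninfected spat (SD, n = 8), a difference of -2.11 (SE 0.27, limma adjusted p = 0.00013). The activin receptor had 5.45 ± 1.12 (SD, n = 4) against 7.96 ± 0.44 (SD, n = 8), a difference of -2.51 (SE 0.39, limma adjusted p = 0.000447). In the low infected spat (BL) the differences from uninfected spat were -2.32 and -3.35. Neither gene differed between i and BL (limma adjusted p = 0.757 and 0.315). The activin receptor was well above background on 1 of the 4 BL arrays and on every other array.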

#### Cell signalling

Forty-three genes found to be differentially expressed in our study are link to cell signaling or cell activation. They comprised the major group of the gene identified. Some of them are associated to specific pathways like Mapk (for Dusp7) or PI3K (as well as Grb2, PKN2). *Dusp7* is downregulated in infected spat. 

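The dusp7 EST had a difference of -1.40 (SE 0.13, limma adjusted p = 3.3e-06), with each infected array below each uninfected one. Its call was lost with the deposited values (-0.28, or -1.11 relative to the median EST) and with the loess over pairs (-0.21, or -0.81). Of the genes that the paper places in the PI3K pathway, grb2 had -2.49 (SE 0.21, limma adjusted p = 1.28e-06) and pkn2 3.00 (SE 0.24, limma adjusted p = 9.09e-07). Without normalization pkn2 was no longer called (0.36).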

DUSP (Dual Specificity Phosphatase) proteins are phosphatases that limit the immune response and are linked with apoptosis activation if the infection progresses into one considered to be of “high-alert” [76]. Down regulation of *dusp7* might lead to reduced apoptosis or to stimulate the immune response in infected spat.

ADAM proteins are involved in adhesion and protease activity, and some of them are membrane bound enzymes able to cleave transmembrane proteins and named sheddases (Primakoff and Myles for review [95]). 

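The adam EST was at 10.23 ± 0.61 in infected and 11.46 ± 0.22 in uninfected spat (SD, n = 8 each), a difference of -1.23 (SE 0.21, limma adjusted p = 0.000335), with some overlap of arrays. For adamts16 it was -1.45 (SE 0.17, limma adjusted p = 1.28e-05), without overlap. With the deposited values adamts16 was no longer called (-0.41), and with the loess over pairs neither gene was (-0.11 and -0.28).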

The genes *adam* and adamTS16, down-regulated in infected spat, might be involved in cellular response to infection. Other studies showed decreased expression in chicken embryo lung cells infected with virus [96].

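Mean values of apba2 were 6.37 ± 0.19 in BL and 6.53 ± 0.66 in i, and 8.53 ± 0.22 in CRIC and 8.85 ± 0.36 in CAB (SD, n = 4 each). The difference between infected and uninfected spat, -2.24 (SE 0.21, limma adjusted p = 2.5e-06), held for every pair of an infected and an uninfected array.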

The down regulation of *apba2* suggested a decrease in the cell activity in infected spat. APBA2 is implicated in exocytosis of synaptic vesicles [97] and indicated that traffic cellular organelles decreased.

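The EST of the Armadillo repeat gene armc7 was at 11.24 ± 0.82 in infected and 7.07 ± 0.93 in uninfected spat (SD, n = 8 each), a difference of 4.17 (SE 0.32, limma adjusted p = 7.03e-07). All infected arrays were above all uninfected arrays.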

The *Armadillo* gene was up regulated in infected spat and some authors hypothesized a role of Armadillo in TLR signalling [98].

In our study, genes differentially expressed across pathogenesis are involved in many physiological process and we tried to propose hypothetic scheme as preliminary results, but infectious disease is the result of complex interactions between a host and its pathogen involving a lot of process, not only related to immunity. These results seem to confirm the involvement of the virus in mortality and allowed us to propose a hypothetical scenario to explain the different steps of the viral infectious cycle during the massive spat mortalities. Nevertheless, this pathogen is probably not the only agent involved in the mortality, as other evidence suggests a role for bacteria [99]. This leads to the possibility that a relationship between bacteria and the virus across pathogenesis.

It would be very interesting to follow the infection OsHV-1 infection process with a viral challenge made under controlled conditions in order to document the kinetics of the expression profile as the infection proceeds. The limit of this study is the use of natural sites and controlled conditions may exclude environment parameters and reduce effect of multipara metric factors. Such an experiment would lead to a better understanding of the responses by infected oysters against the virus and to be more precised on pathways involving virus and host during early infection. Moreover it may be useful to use survivors as model to understand why some oysters are resistant to the virus and why some of them die. A study of this sort might even provide a view of resistance mechanisms developed by oysters to pathogens in general.

It might be interesting too to follow the response of viral genome during infectious challenge with a mixed microarray containing viral and oyster genomes. Such a study may permit to reach viral replication and multiplication mechanisms and the control between lytic phase and latency.

To conclude, we have proposed an OsHV-1 – oyster infection scenario according to genome annotation and these results show transcriptomic regulation involved in response against virus. The ability to regulate the OsHV-1 genome activity may allow some oysters to survive infection.

## Competing interests

Non-financial competing interests.

## Authors’ contributions

AJ carried out the molecular biology aspects including microarrays and qPCR validation. ML participated to DNA quantification in virus load detection. JLB and MH participated to spat qualification. CL and AJ participated to perform the statistical analysis and the interpretation of microarray data. AJ, MM and CL conceived of the study, and participated in its design and coordination and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

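Column R of Additional file 1 was compared with the ratio of the mean log2 value in uninfected spat to that in infected spat. Over the 59 genes used here, the ratio ran from 1.02 to 1.58 and the paper's R from 1.05 to 1.57. Their correlation across genes was 0.98 (Pearson) and 0.946 (Spearman), and a two-sided permutation test of Pearson's r gave p = 1e-05, the smallest that 100000 permutations can give. Genes are not independent replicates. The median gap between R and the ratio was 0.036. With Benjamini-Hochberg adjustment over the 2 lists, the p is 2e-05.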

Addition file 1 **List of 66 genes upregulated in non infected spat obtained after ANOVA analysis with four groups (CAB, CRIC, BL an i) with p value< 0,01 and adjusted Bonferroni on TMeV 4.6.0 software (Saeed et al. 2003 and 2006).** The accession number, description from the *C*. *gigas* database or oyster genome, R^2^, other names used for the gene is provided for each gene. Click here for file

Addition file 2 **List of 62 genes upregulated in infected spat obtained after ANOVA analysis with four groups (CAB, CRIC, BL an i) with p value< 0,01 and adjusted Bonferroni on TMeV 4.6.0 software (Saeed et al. 2003 and 2006).** The accession number, description from the *C*. *gigas* database or oyster genome, R^2^, other names used for the gene is provided for each gene. 

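For the 56 genes of Additional file 2 used here, the same ratio ran from 0.335 to 1, and the paper's R from 0.38 to 0.94. Across these genes the correlation of R with the ratio was 0.246 (Pearson; two-sided permutation p = 0.07) and 0.226 (Spearman), with a median gap of 0.0895. Adjusted over both lists, this p stays at 0.07.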

Click here for file

# Supplementary material for: Physiological change under OsHV-1 contamination in Pacific oyster Crassostrea gigas through massive mortality events on fields
**Source:** BMC Genomics. 2013 Aug 29;14:590. doi: 10.1186/1471-2164-14-590
**Supplement:** Addition file 1 — List of 66 genes upregulated in non infected spat obtained after ANOVA analysis with four groups (CAB, CRIC, BL an i) with p value< 0,01 and adjusted Bonferroni on TMeV 4.6.0 software (Saeed et al. 2003 and 2006). The accession number, description from the C. gigas database or oyster genome, R2, other names used for the gene is provided for each gene.

## Slide 1
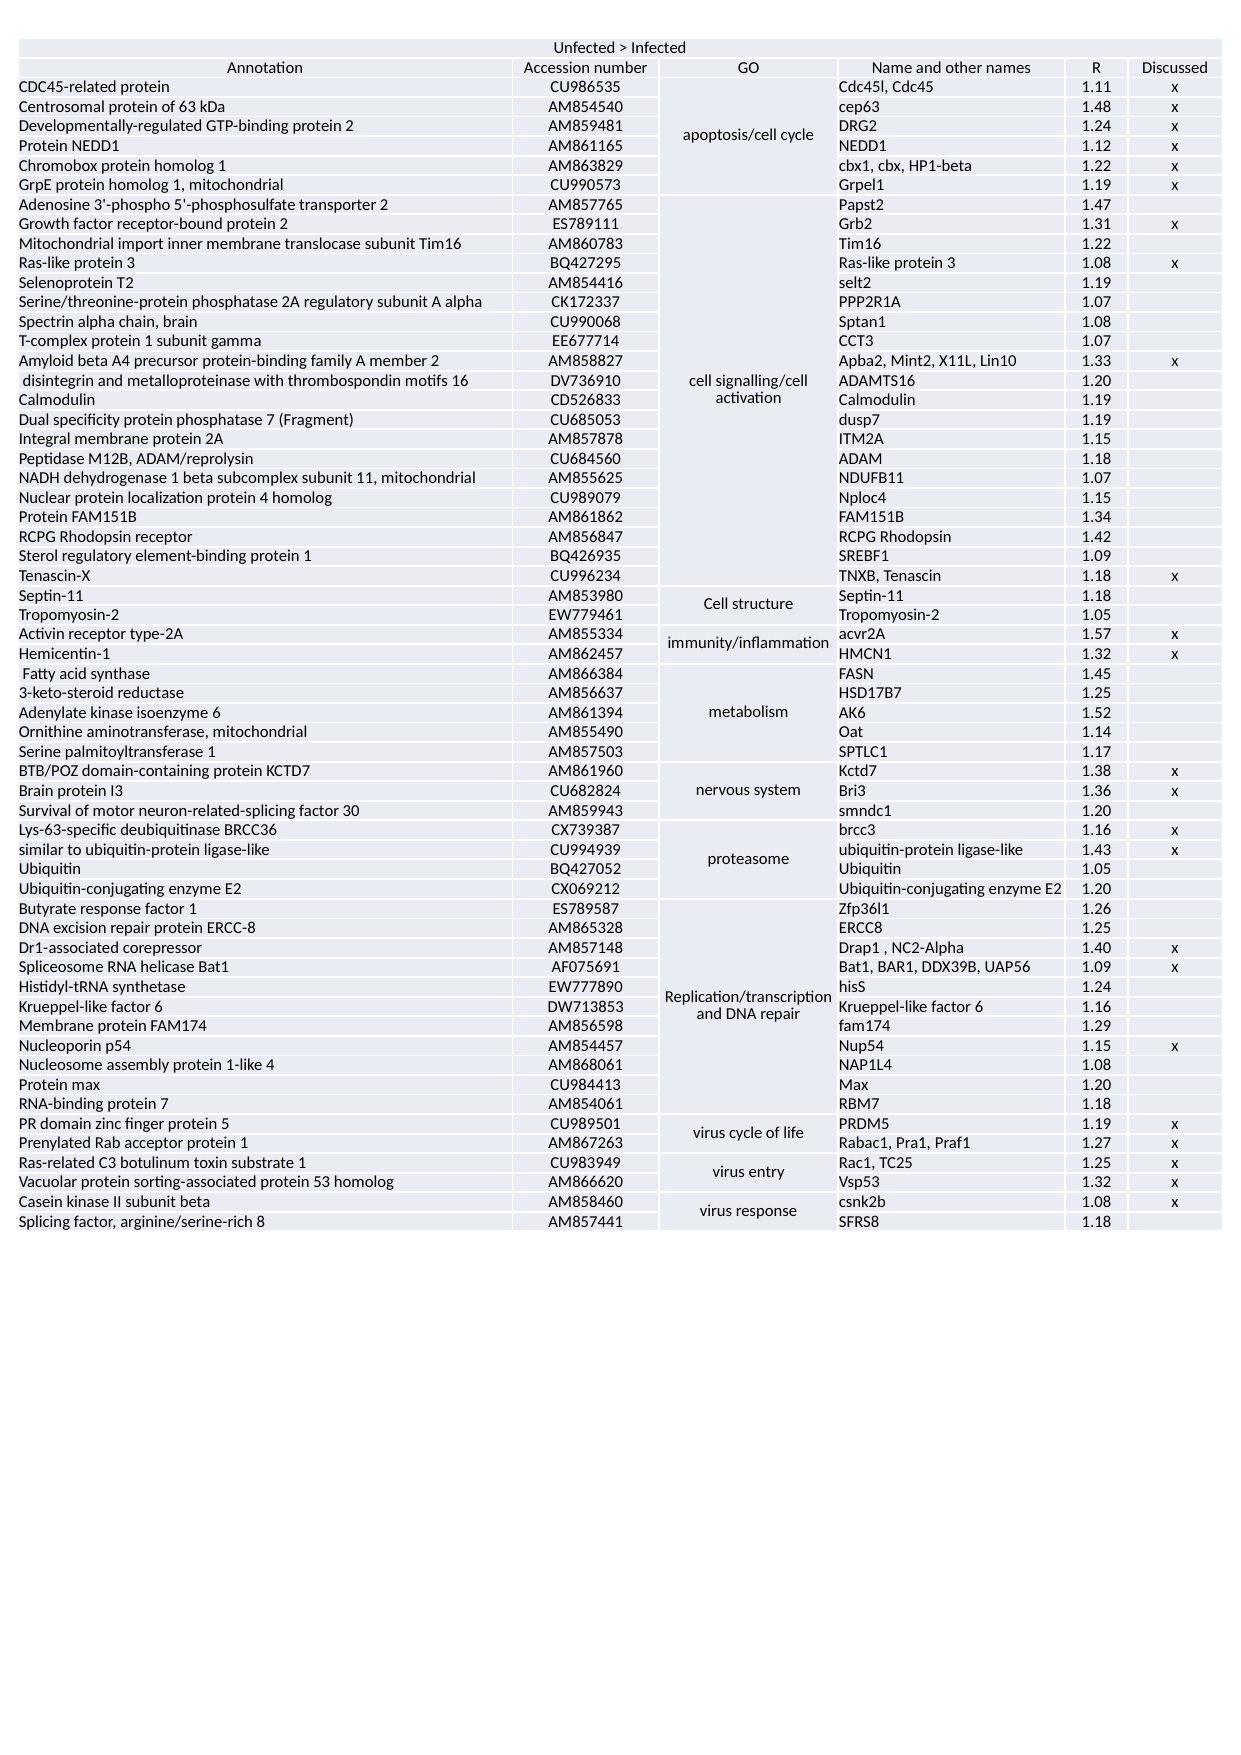

# Supplementary material for: Physiological change under OsHV-1 contamination in Pacific oyster Crassostrea gigas through massive mortality events on fields
**Source:** BMC Genomics. 2013 Aug 29;14:590. doi: 10.1186/1471-2164-14-590
**Supplement:** Addition file 2 — List of 62 genes upregulated in infected spat obtained after ANOVA analysis with four groups (CAB, CRIC, BL an i) with p value< 0,01 and adjusted Bonferroni on TMeV 4.6.0 software (Saeed et al. 2003 and 2006). The accession number, description from the C. gigas database or oyster genome, R2, other names used for the gene is provided for each gene.

## Slide 1
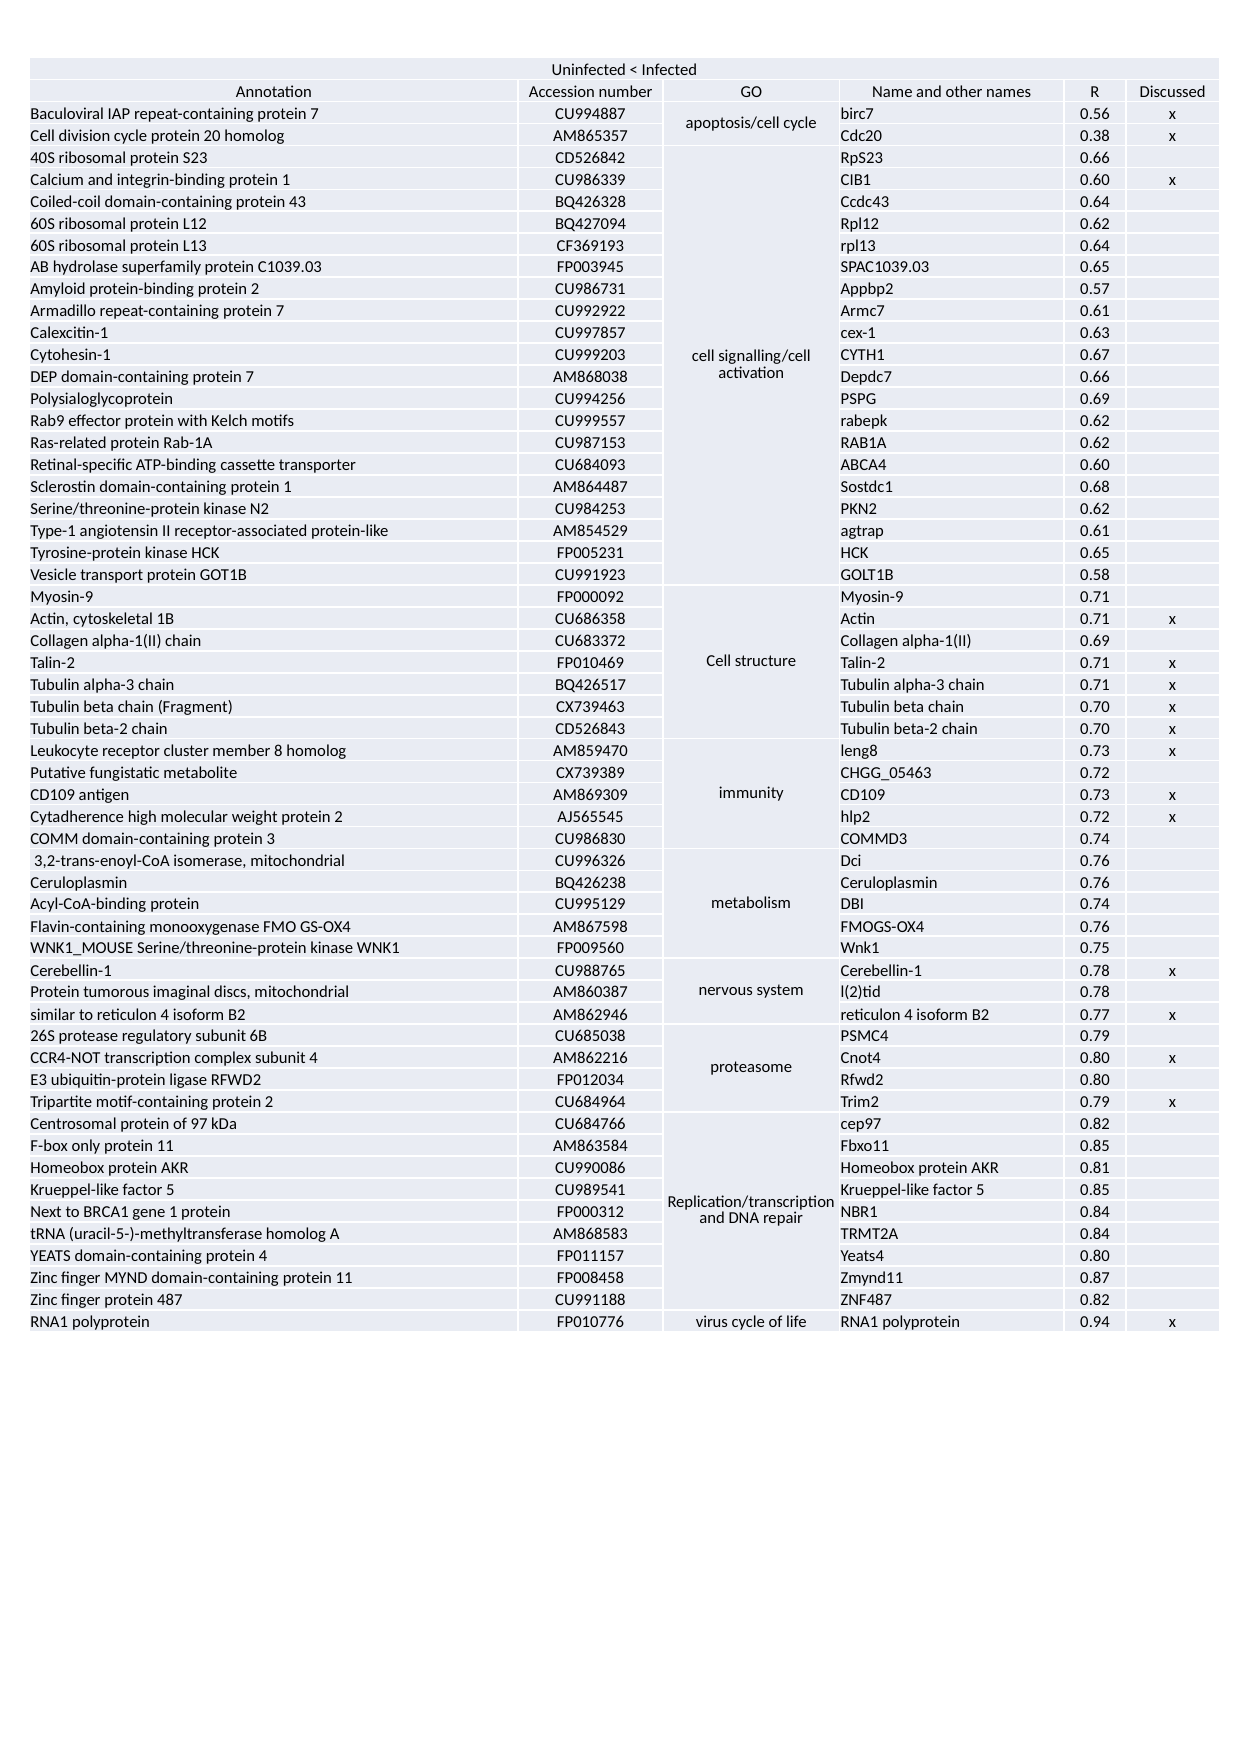

How the deposited data were processed for this re-analysis (not part of the article)

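Expression was measured in 16 Pacific oyster spat, 4 in each of the groups CRIC (uninfected, sanctuary area), CAB (uninfected, offshore tank), BL (infected, low viral load) and i (infected, high viral load). The RNA of each spat was labelled with Cy3 and hybridized on its own one-colour Agilent array. For each array, the authors deposited the output of the scanner software, whose processed signal is an intensity after background subtraction and removal of spatial trends within the array, without normalization between arrays. The authors also deposited a table of log2 values that they had normalized between arrays, by cyclic loess in limma according to the methods. In that table, the 8 infected columns follow the order of the scanner output. The 8 uninfected columns follow it only after being sorted by probe sequence, and they were put in scanner order before use.

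The values reported start from the processed signal of the 31918 probes that are not controls. The 70 spots marked as outliers by the scanner software over all arrays were left out. The log2 values were normalized by cyclic loess (limma 3.58.1 in R 4.3.3, the faster form that is limma's default, span 0.7, 3 iterations). A linear model with 4 group means was fitted to each probe, and limma's moderated statistics were used with a constant variance prior. The test over the 4 groups was read at a Bonferroni-adjusted p below 0.01, as the paper's methods state. The comparison of the sanctuary with the offshore site was read at the same threshold, which the paper's results state. The comparisons of infected with uninfected spat, of i with BL, and of i and of BL with the uninfected spat were read at a Benjamini-Hochberg adjusted p below 0.05. All tests of single genes were two-sided. The t-test of the paper's results and the one-way test of its methods were also run on the same values.

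Principal components were computed from the centred values of probes without a missing value, and groups were compared on them by exact permutation of the group labels. Arrays were clustered by Pearson's correlation with average linkage, and the probes called over the 4 groups were divided into 5 clusters by K-means (100 starts, at most 50 iterations). A cluster counted as lower or higher in infected spat when its infected and uninfected means differed by more than 1 log2 unit, a limit set after the clusters were seen. The figure was drawn with matplotlib 3.10.9 in Python 3.11.15.

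The genes named were fixed by a rule: every gene the paper names in its text, in Table 1 or in Additional files 1 and 2, matched by accession, and the 5 largest rises and 5 largest falls of the comparisons of infected with uninfected spat and of i with BL, among probes past the threshold whose groups did not overlap. A probe counted as well above background by the scanner software's own test. Where it was so on no array of a group, a fold is given as a lower bound, computed against the lowest value that this test passed on each array.

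The median processed signal per array ran from 28.85 to 384.0, and between 59.19% and 80.27% of the probes of an array were well above background. The number of arrays limits the precision of the values. The procedure after normalization was tested on simulated data in which 200 of the 31918 probes were changed. At the thresholds used, it recovered 65.5% of the changed probes between infected and uninfected spat (85.6% of those changed by 2 or more log2 units), 46.5% between i and BL, and 16.5% between the sites. Over the 4 groups it recovered 21.5% of changes placed between infected and uninfected spat and 16% of those placed between the sites. It called 6 unchanged probes between infected and uninfected spat, 5 between i and BL and 0 in the tests at Bonferroni's threshold. The simulated noise was independent between probes and arrays and held no differences of brightness, slide or scan day. Far fewer probes were changed than were called between infected and uninfected spat. These rates are therefore not those of the whole procedure on the real arrays.

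The alternatives tried were scaling to the 75th percentile, quantile normalization, no normalization, the authors' normalized table, normexp background correction with an offset of 50, a filter on dim probes, keeping the spots marked as outliers, a variance prior that follows the mean signal, other thresholds and tests, replicate number or slide as a block, subsets of the arrays, and leaving out each array in turn. Added after the data were seen were a cyclic loess over pairs of arrays, the authors' table in its deposited order, the median signal of the array as a covariate, and a centring within the GC count of the probe. The last was run with the comparison of infected with uninfected spat alone. Another variant of cyclic loess and a start from the unprocessed mean signal were looked at during exploration and give no value reported here.

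The qPCR values, viral loads and mortalities are not analysed here. Most genes that only Additional files 1 and 2 list have no value of their own in the text, and the values of 1 gene named in the text are left out and not reported here. The reference gene of the qPCR, EF1alpha, has no probe under the accession that the paper gives, and it is not analysed here. No set or overlap test was run on Additional files 1 and 2, of which 59 of 66 and 56 of 62 genes were used.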

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

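Of the tests in this part, the relation of brightness to the position of the second array of i, the fits with the median signal as a covariate and the centring on GC content were chosen only after the result was seen.

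In 332 groups of 4 arrays (PC scores, signal levels and the named ESTs), the gap between the farthest array and the nearest of the others was divided by the range of the group, and the ratio passed 0.829 in 22 groups, where about 17 are given by chance at 1 in 20. Among measures of the whole array, it was 0.878 for PC1 in BL (replicate 4) and 0.882 for the median signal in BL (replicate 1). Among the genes of the paper, it was 0.898 for the activin receptor, 0.886 for l(2)tid and 0.834 for nedd1 in i (replicate 2 each), 0.936 for tubulin alpha-3 and 0.925 for tubulin beta-2 in CAB (replicate 3), and 0.875 for cerebellin-1 in BL (replicate 4). It was 0.929 for ceruloplasmin in CRIC (replicate 2), 0.928 for adam in CAB (replicate 1), and 0.86 in BL and 0.894 in i for the Bcl-2 homologue (replicate 1 each). Among the other named ESTs, it was 0.971 for FP002873 in BL (replicate 3), 0.868 for AM868098 in i (replicate 2), 0.95 for AM853833, 0.843 for CU998673, 0.926 for CU997299 and 0.935 for FP010505 in CRIC (replicate 4 each), 0.85 for CU681763 in CRIC (replicate 3), 0.867 for FP000959 in CAB (replicate 4), and 0.829 in CAB (replicate 2) and 0.858 in i (replicate 1) for CU682381. This count is near what chance gives. The second array of i accounts for 4 of the 22, and brightness may contribute there, since among the other 7 infected arrays the PC1 score rose with the log2 median signal (r = 0.819). No biological explanation was tested for these arrays.

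Between the high (i) and low (BL) infected spat, 12 of the 56 ESTs tallied for genes that the paper's text or Table 1 names differed, each lower in i. Genes found only in Additional files 1 and 2 were not tallied. The differences were -1.746 for groupl1 (limma adjusted p = 0.00504), -1.597 for cib1 (adjusted p = 0.0345), -2.451 for RNA1 polyprotein (adjusted p = 0.0172), -1.139 for reticulon 4 (adjusted p = 0.0466), -0.942 for brcc3 (adjusted p = 0.047) and -2.271 for psmc4 (adjusted p = 0.00484). They were -1.796 for ceruloplasmin (adjusted p = 0.00583), -1.593 for wnk1 (adjusted p = 0.0082), -0.875 for cdc45 (adjusted p = 0.0389), -2.243 for birc7 (adjusted p = 0.00103), -1.309 for hlp2 (adjusted p = 0.0206) and -0.995 for CD109 (adjusted p = 0.0464), all from limma with adjustment over all ESTs. Over all ESTs 1291 differed, 642 higher and 649 lower in i, and without replicate 4 of BL 673 did. Chance is argued against for this count: of the 35 splits of the 8 infected arrays into 4 and 4, 1 gave as many calls, the real one, and the highest other split gave 1. The count fell to 427 in a fit to the 8 infected arrays alone, 298 higher and 129 lower in i. With normexp background correction it fell to 492, 125 higher and 367 lower, so that the even division depended on the processing. With the median signal of each array as a covariate it was 43. Each group had its own slide, so that slide and viral load cannot be told apart. Viral load, which the design names, stays open as an untested biological explanation.

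Of the 457 ESTs called over the 4 groups, 395 are outside the genes that the paper names and the listed genes used here, 295 of them higher and 100 lower in infected spat. The lists used hold 59 of 66 and 56 of 62 genes, so that some of the 395 can be listed genes and the count is an upper limit. Chance is argued against for the 457: of 100 splits of the 16 arrays, the real one included, 1 gave as many calls, and the highest other split gave 3. Probe GC content as the whole cause of the difference between infected and uninfected spat is argued against, since after each array was centred within the GC count of its probes 11016 ESTs were called, 9982 of them also called without that step. Slide and scan day cannot be told apart from infection, since each slide held 1 group and each scan day 1 infection status. With slide as a random block, 6715 ESTs were still called between infected and uninfected spat. That fit cannot set slide apart from infection, since no slide held both and 1 correlation within slides (0.142) was assumed for all ESTs. Brightness stays open too. The infected arrays were dimmer, with a difference of -2.36 in log2 median signal, and the differences predicted from brightness within the groups correlated with the observed ones across ESTs (r = 0.293), but 101 of 1000 shuffles of brightness within groups gave a correlation as large. With the median signal as a covariate 12 ESTs were called over the 4 groups and 1 between infected and uninfected spat, a fit that has little left to estimate since brightness and infection are correlated across arrays (r = -0.91). Rearing site stays open as well, since all infected spat came from the grow-out site and all uninfected spat from the sanctuary or the offshore tank. Infection, the biological difference that the design names, stays open beside these.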

How the results depend on the processing

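The loess over pairs of arrays, the deposited table in its deposited order, the median signal as a covariate and the centring on GC content were chosen only after the results were seen, and the other alternatives were chosen before the data were examined.

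The separation of infected from uninfected arrays on PC1 kept its p of 0.000155 (exact permutation test) in every alternative run except leaving out arrays, with differences from -460.481 to -117.5. The sign of PC1 was set in each run so that the infected arrays scored lower, so that only the size of the difference could vary. Leaving out 1 array gave -189.627 to -167.929, with exact p from 0.0001554 to 0.0003108. On PC2 the sites passed the threshold with normexp (-77.4733) and with ESTs scaled to unit variance (-97.0317). The tree of arrays had 1 array out of place with all ESTs, and none with complete linkage. The count of the cluster under expressed in infected spat, 112, stayed within 1.5 times in both alternatives.

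Without normalization between arrays, 6272 ESTs were called over the 4 groups (1 higher and 6271 lower in infected spat, against 340 and 117), 29716 between infected and uninfected spat (183 and 29533, against 5277 and 5445), 3 between the sites, 13232 between i and BL (13190 higher and 42 lower in i, against 642 and 649), 24710 between i and uninfected spat and 29874 between BL and uninfected spat. This alternative leaves the difference in brightness between the arrays in the values, which is its construction. With the deposited values put in scanner order, the counts were 1730 (1707 higher and 23 lower), 17099 (15554 and 1545), 2723 between i and BL (1789 and 934) and 15995 between i and uninfected spat (14842 and 1153, against 3703 and 3490), and 10 ESTs were called between the sites, 4 higher and 6 lower in the sanctuary (against 10 and 0, and whether they are the same ESTs was not examined). Between BL and uninfected spat they were 14529 (12766 and 1763, against 5212 and 5194). In the deposited order, they were 13573 over the 4 groups and 27189 between infected and uninfected spat. The loess over pairs gave 1021 over the 4 groups (1011 and 10), 15606 between infected and uninfected spat (14003 and 1603), 2436 between i and BL (2077 and 359), 15073 between i and uninfected spat (14417 and 656), and 12652 between BL and uninfected spat (10291 and 2361). Scaling to the 75th percentile gave 5 between the sites and 615 between i and BL, and it moved the higher and lower ESTs to 417 and 59 over the 4 groups, to 11585 and 3795 between infected and uninfected spat, to 7460 and 2262 for i and to 10755 and 3817 for BL against uninfected spat. Normexp gave 492 between i and BL (125 and 367). For these alternatives the cause was not tested.

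Thresholds change the counts by construction. Benjamini-Hochberg adjustment at 0.05 gave 10762 over the 4 groups and 478 between the sites, and Bonferroni's at 0.01 gave 908 between infected and uninfected spat, 15 between i and BL, 172 between i and uninfected spat and 719 between BL and uninfected spat. The paper's t-test gave 0 between the sites, where it called 161 with Benjamini-Hochberg adjustment and 5245 at an unadjusted p below 0.05. Fits to fewer arrays gave 1 between the sites (8 uninfected arrays) and 427 between i and BL (8 infected arrays). With slide as a random block, 6715 were called between infected and uninfected spat, with a correlation of 0.142 within slides. With the median signal as a covariate, 12 were called over the 4 groups, 1 between infected and uninfected spat, 6 between the sites and 43 between i and BL. A fit with slide as a block could not be made for the other comparisons, since each slide holds 1 group, and scan day as a block was not run, since each day holds 1 infection status.

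The replicate block gave 191 ESTs over the 4 groups and 5 between the sites. The replicate numbers follow the position on the slide and do not pair the spat, and the correlation of arrays with the same number, after the group means were removed, ran from -0.163 to 0.218 with a median of 0.00701. The block takes up degrees of freedom by construction.

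Leaving out 1 array in turn gave 229 (without the second BL array) to 735 (without the second array of i) over the 4 groups, 9551 to 11730 between infected and uninfected spat, 4 (without the second CRIC array) to 11 between the sites, 673 (without replicate 4 of BL) to 1310 between i and BL, 4946 to 8608 between i and uninfected spat, and 8275 to 11065 between BL and uninfected spat. Fewer arrays lower the counts by construction, and for the rise without the second array of i the cause was not tested.

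Of 86 differences of named ESTs, 78 kept their direction and their call with the 75th percentile, 84 with quantile normalization, 66 without normalization, 73 with the deposited values, 76 with normexp, 72 with the loess over pairs, 84 with the replicate block and 86 with the spots marked as outliers kept. Signs were the opposite without normalization for talin-2 (-0.662), actin (-0.119), myosin-9 (-1.126), tubulin alpha-3 (-0.624), rfwd2 (-0.977), cnot4 (-0.511), trim2 (-0.245), hlp2 (-0.474), leng8 (-1.215), CD109 (-0.782) and the Bcl-2 homologue (-2.748), where the median EST moved by -2.33. For l(2)tid, infected spat differed by 0.048 with the 75th percentile, 0.043 with quantile normalization, 0.457 with the deposited values, 0.105 with normexp, 0.893 with the loess over pairs and 0.006 without the second array of i (-0.091 to 0.006 over all arrays left out), and i alone by 0.063, 0.019, 0.728, 0.112, 1.006 and 0.012 (-0.141 to 0.012). For cdc45 the sign was the opposite with the 75th percentile (0.048), the deposited values (1.248) and the loess over pairs (0.107). It was also the opposite with the deposited values for brcc3 (0.815) and the cbx1 EST AM863306 (0.004), and with the loess over pairs for oat (0.039) and nedd1 (0.564). The cause was not tested, but relative to the median EST of each scaling only l(2)tid, cdc45 (0.418 with the deposited values) and the Bcl-2 homologue changed sign. Of the values with 1 array left out, 1345 kept their direction and call, 29 lost their call and 2 changed sign. Signal over background limits the ESTs of dim genes: wnk1 and birc7 were not well above background on any offshore array.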

Differences from the paper's values

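The limit of 1 log2 unit that sorts the clusters compared here was set after the clusters were seen. No other test in this part was chosen after the result was seen, and the alternatives named here are those set before the data were examined.

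For the test over the 4 groups, the paper reports 249 ESTs and 457 were called here. The gap is within 1.5 times with the replicate block (191), with the one-way test of the methods (318) and with any 1 array left out (229 to 350) except the second array of i (735). It is not with the 75th percentile (476), quantile normalization (388), no normalization (6272), the deposited values (1730), normexp (506), only ESTs well above background (545), spots marked as outliers kept (456), a variance prior that follows the signal (478) or Benjamini-Hochberg adjustment (10762). For the ESTs over-expressed in infected spat among them, the paper's count is 116 and the count here 340. It is within 1.5 times with the replicate block (157) and without the second BL array (170), and not with the one-way test (217), the other alternatives or any other array left out. The paper's count of under expressed ESTs, 126, is within 1.5 times of the 117 found here, and of the counts with quantile normalization (124), normexp (113), only ESTs well above background (150), spots marked as outliers kept (117), a variance prior that follows the signal (109), the one-way test (101) and without the second array of i (173). It is not with the 75th percentile (59), no normalization (6271), the deposited values (23), Benjamini-Hochberg adjustment (5228), the replicate block (34) or any other array left out (49 to 80).

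Between the sanctuary and offshore sites, the paper reports 0 ESTs and limma called 10 here, with 4734 at an unadjusted p below 0.05. The t-test that the paper names gives 0, with 5245 at an unadjusted p below 0.05. None of the other alternatives gives 0, and they range from 1 in the uninfected arrays alone to 478 with Benjamini-Hochberg adjustment.

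The paper's clusters up regulated in infected spat hold 48, 38 and 38 ESTs in its text, and those found here 148, 118 and 63. Figure 2 prints 30 in place of the last 38, and only 30 adds up with the other clusters to the paper's 249. With the ESTs of the one-way test they held 105, 73 and 31, of which the third is within 1.5 times of the paper's, by its text or its figure, and the others are not. With values centred and not scaled, 252 and 76 ESTs formed such clusters, neither within 1.5 times, and no further one formed. The cluster that the paper tentatively links to the sites holds 7 ESTs. The cluster here that did not follow infection holds 16. It parted BL (-1.21) from i (1.36), which share a site, as well as CRIC (0.98) from CAB (-1.14), so that it is not a cluster of the sites alone. This cluster held 12 with the one-way test and 17 with unscaled values, and neither is within 1.5 times of the paper's.

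In Additional file 2, the R of 3 of the 56 genes differs from the ratio of means by more than 1.5 times. The other genes are not thereby shown to match, since across the list R and the ratio correlated at only 0.246 (Pearson). For Cdc20 the paper's R is 0.38 and the ratio 0.626, and only the deposited values (0.551) bring it within 1.5 times. For Appbp2 the paper's R is 0.57 and the ratio 0.335. No normalization (0.524) and normexp (0.657) bring it within that limit, and the 75th percentile, quantile normalization and the deposited values do not. For RNA1 polyprotein the paper's R is 0.94 and the ratio 0.6, with the same alternatives on each side (0.825 without normalization and 0.654 with normexp). In Additional file 1, 0 of the 59 genes differ by this rule. The rule could hardly have found a gap there, since R ran only from 1.05 to 1.57 and the ratio from 1.02 to 1.58.

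In directions, the tally covers the ESTs of genes that the paper's text or Table 1 names, with the direction taken from the text, or from Additional files 1 and 2 where the text gives none for these spat (bat1, grb2, sfrs8, csnk2b, cib1, pkn2 and ceruloplasmin). Of the ESTs placed as up regulated 23 of 24 were higher in infected spat here, and of those placed as down regulated, with 2 ESTs for cbx1, 26 of 26 were lower. The exception is groupl1, which the text calls up regulated in infected spat, while Additional file 1 lists it as higher in uninfected spat. Its difference here is -1.23. The text calls 6 nervous system genes down regulated in high infected spat. Here 2 of them were higher there, reticulon 4 by 2.52 and cerebellin-1 by 3.03, and l(2)tid did not differ (-0.09). The signs of reticulon 4 and cerebellin-1 were the same in every alternative run, and l(2)tid was lower and called without normalization (-2.14). Additional file 2 lists these 3 genes as higher in infected spat.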

Other observations

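Of the tests in this part, the relation of brightness to PC1 and the sorting of the deposited table by probe sequence were chosen only after the result was seen.

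The second array of i lay nearer to the uninfected arrays on PC1 than any other infected array, and it joined them in the tree of all ESTs. It was also the brightest infected array. A candidate explanation is brightness: over the 8 infected arrays, PC1 rose with the log2 median signal (Pearson r = 0.88, exact two-sided permutation p = 0.000273; Spearman rho = 0.929, exact p = 0.00223), and without that array r was 0.819 (exact p = 0.0179). Without the 2 arrays farthest from the median brightness r was 0.846 (exact p = 0.0486). Over the 8 uninfected arrays r was 0.485 (exact p = 0.228) and rho -0.0952 (exact p = 0.84), and without the 2 farthest arrays r was -0.113 (exact p = 0.84), so that no relation was found there. Adjusted over these 2 sets of arrays, the p were 0.000546 and 0.228. The BL arrays are dimmer than those of i, so brightness and viral load run together among the infected arrays, and a lower response to infection in that spat was not tested.

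The deposited table of normalized values does not list the uninfected arrays in the order of the scanner output. As deposited, the correlation of an uninfected column with the log2 processed signal of its array ran from -0.106 to 0.0558 across probes, against 0.966 to 0.979 for the infected columns. A candidate explanation is that these columns were sorted by probe sequence: with their values assigned to the probes in descending order of sequence, the lowest correlation was 0.967 and the highest 0.991. That the R values of Additional file 1 come from the table as deposited is argued against, since over its genes they correlated with the ratio from its deposited order at 0.312, and at 0.98 with the ratio from the scanner output. For Additional file 2 the correlations were 0.228 and 0.246, which does not separate the sources.

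In Additional file 2, the R values may have been sorted apart from the genes. They correlated with the ratio of means at 0.246 across its genes, where those of Additional file 1 correlated at 0.98. They ran with the order of the list (Spearman rho 0.941), which the ratios did not (0.0275). Once both were sorted the median gap between them was 0.015, against 0.0895 as listed. Sorting also narrowed the gap in Additional file 1, from 0.036 to 0.028, so that a narrower gap alone does not speak for this explanation. That the R values run nearly in order through the list had been seen before the prediction was written.

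The ESTs named for their differences between i and BL were the following. In i, AM853833 was at least 3100-fold higher, CU998673 at least 282-fold higher, AM853730 higher by 7.52, CU997299 by 6.48 and FP000959 by 4.92 on the log2 scale. CU681763 was at least 231-fold lower, CU682381 at least 282-fold lower, FP010505 at least 95.1-fold lower, CU994117 at least 23.7-fold lower, and CU987115 fell by 5.66. The bounds apply where a group was not well above background on any array. The probes of AM853730 and CU997299 were well above background on 1 of the 4 BL arrays, that of FP000959 on 3 of the 4, and that of CU987115 on 1 of the 4 arrays of i, so that the sizes given for these ESTs rest in part on values near background. The AM853833 probe was also saturated on 2 of the 8 infected arrays. Of these 10 calls, 5 depend on single arrays. With each of the 16 arrays left out in turn, the call was lost in 9 fits for CU681763 (-10.27 to -7.79), 7 for CU682381 (-10.35 to -8.36), 5 for CU997299 (5.82 to 7.23), 3 for FP010505 (-8.91 to -6.89) and 2 for CU994117 (-7.72 to -4.76). With normexp 8 of the 10 ESTs lost their call, and with the 75th percentile CU681763 and CU682381 did. A candidate explanation is expression that is on or off in single animals, which would part the infected arrays by viral load only by chance. Of 43 ESTs whose infected arrays parted 4 and 4 across a gap of at least 4 log2 units, 7 (16.3%) parted them by viral load, where chance gives 2.86%. All 7 are among the ESTs named above, whose pattern prompted the test, and ESTs are not independent, so that no p is given. In 6 of these 7, and in 36 of the other 36, uninfected arrays lay on both sides of the gap. In CU987115, and in CU994117, whose infected arrays had no such gap, every uninfected array lay below the midpoint. The share alone decides nothing, so on or off expression and viral load cannot be told apart by this test. Its prediction was written after the group means of the largest ESTs had been seen and before the ESTs were counted.

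Between infected and uninfected spat, the rises named by the rule were in FP002873 (6.58), Appbp2 (6.27), AM868098 (5.97), AM863315 (5.78) and AM865796 (5.67). The falls were in FP011719 (-4.79), AM854635 (-4.01), DV736507 (-3.93), AM866724 (-3.93) and DV736744 (-3.87). The probes of DV736507 and DV736744 were saturated on 3 of the 8 uninfected arrays, so that their falls are lower bounds and their rank cannot be read. AM868098 was well above background on 3 of the 8 uninfected arrays, and FP011719, AM854635 and AM866724 on 5, 4 and 2 of the 8 infected arrays, so that their sizes and ranks rest in part on values near background. Appbp2 was not well above background on any offshore array and was at least 50-fold higher in infected than in offshore spat. AM866724 was not well above background on any BL array and was at least 6.74-fold lower there than in uninfected spat. The paper cites another study for a Bcl-2 and an alpha macroglobulin gene, whose ESTs differed here by 0.18 (SE 0.15, adjusted p = 0.412) and -1.03 (SE 0.49, adjusted p = 0.125) in limma, and neither was called.

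For infected, for i and for BL against uninfected spat, 1 of 100 splits of the arrays gave as many calls as the real one, the real one itself. This argues against chance for these counts. For the sanctuary against the offshore site it was 1 of 35, the smallest share that 35 splits allow, for a count of 10. Chance is not excluded there. The highest counts among the other splits were 3180, 32, 614 and 3.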
